# Right ventricular volume overload reboots cardiomyocyte proliferation via immune responses

**DOI:** 10.1186/s12967-024-05839-8

**Published:** 2024-11-28

**Authors:** Chunxia Zhou, Yuqing Hu, Zhuoya Dong, Zheng Wang, Sixie Zheng, Debao Li, Yingying Xiao, Dian Chen, Hao Chen, Sijuan Sun, Lincai Ye, Haibo Zhang

**Keywords:** Volume overload, Cardiomyocyte, Proliferation, Immune response, CHD

## Abstract

**Background:**

Right ventricular volume overload (RVVO) is one of the most important hemodynamic characteristics in children with congenital heart disease (CHD) and heart failure, and cardiomyocyte (CM) proliferation is one of the most vital factors for improving cardiac performance. However, whether and how RVVO reboots CM proliferation remains elusive.

**Methods and results:**

We first created a neonatal RVVO mouse model via abdominal aorta and inferior vena cava-fistula microsurgery at postnatal day 7 (P7), the edge of CM proliferation window. We subsequently performed bulk RNA-seq, single cell RNA-seq/flow cytometry, and immunofluorescence staining on the right ventricles (RV) of RVVO mice at P14/P21, defined as prepubertal stage, revealing that RVVO temporarily reboots prepubertal CM proliferation via immune responses.

**Conclusions:**

In considering the importance of RVVO and CM proliferation, this study may bring an opportunity to create a novel paradigm to treat pediatric CHDs or heart failure.

**Graphical Abstract:**

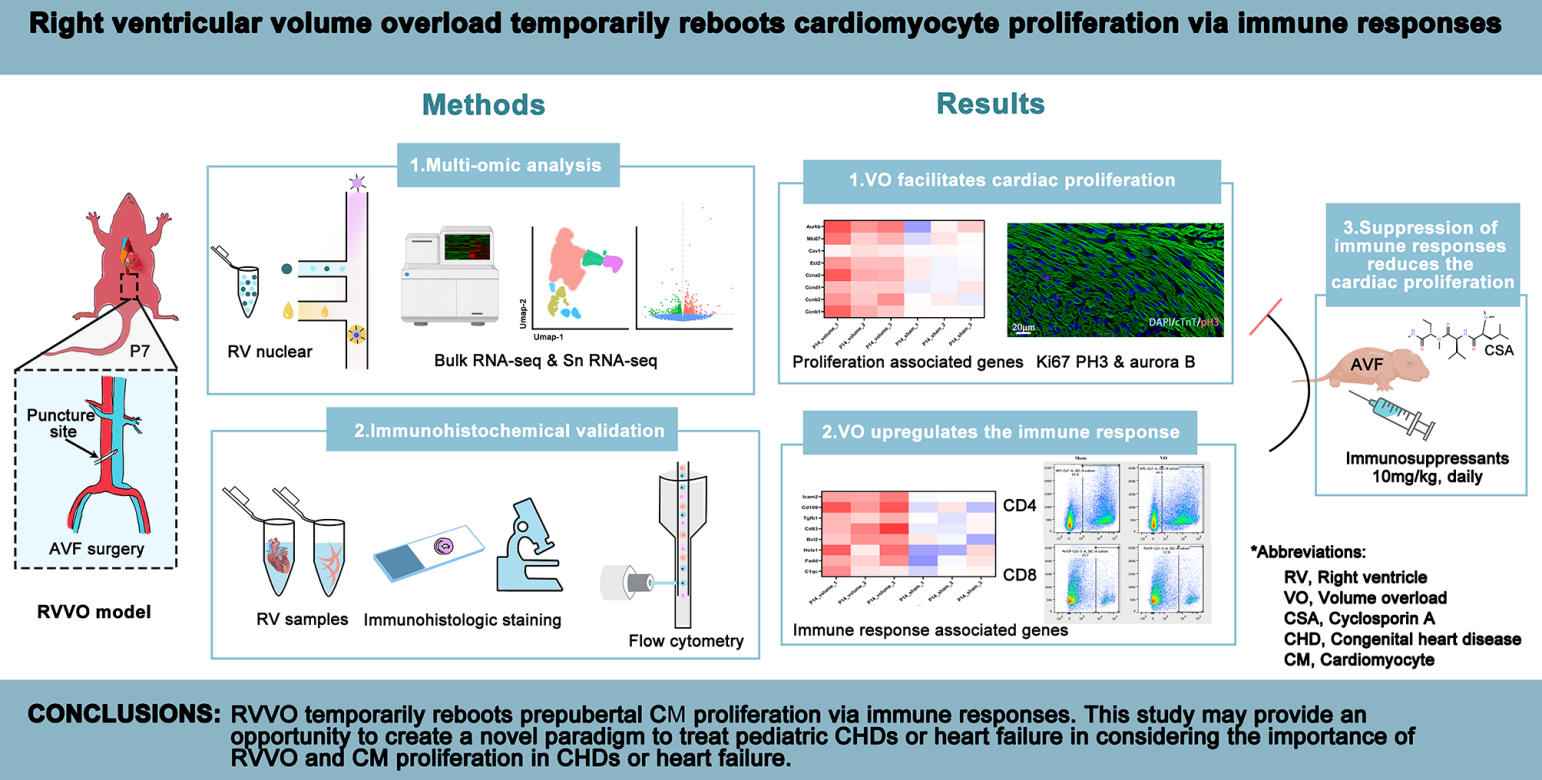

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-024-05839-8.

## Introduction

Right ventricular volume overload (RVVO) is one of the most important hemodynamic conditions in many pediatric congenital heart diseases (CHDs), such as CHD with a left-to-right shunt (atrial septal defect, patent ductus arteriosus, and partial anomalous pulmonary vein drainage), CHD with right heart valve regurgitation (tricuspid regurgitation, pulmonary regurgitation, and repaired tetralogy of Fallot), and CHD with functional univentricular conditions (hypoplastic left heart syndrome and Fontan surgery) [1–7]. RVVO is also a hallmark of heart failure [8, 9]. Moreover, cardiomyocyte (CM) proliferation, the foundation of heart regeneration, contributes significantly to cardiac performance; thus, CM proliferation is an important consideration in CHD and heart failure treatment [10, 11]. However, most CMs lose proliferation ability soon after birth [12, 13]. For mice, the CM proliferation window is from postnatal day (P) 1 to P7 [12]. Therefore, understanding whether and how RVVO reboots CM proliferation may provide the foundation for a novel paradigm for treating pediatric CHD and heart failure.

Animal models of disease are critical in preclinical research; however, corresponding neonatal mouse/rat models for RVVO are lacking, limiting basic studies [1, 14]. How RVVO reshapes postnatal right ventricle (RV) development has largely been unknown due to the lack of a neonatal mouse/rat RVVO model [15–17]. The reason is that genetically defective neonatal mice/rats cannot be born or die immediately after birth [1, 14]. The only current approach is to construct a neonatal mouse/rat model of RVVO through microsurgical techniques [1, 14]. We created the first neonatal mouse/rat RVVO models via neonatal abdominal aorta and inferior vena cava fistula (ACF) microsurgery, which leads to a left-to-right shunt, at P1 or P7 [1, 15–17]. Using these models, we preliminarily demonstrated that RVVO initiates an immune response in the RV at the neonatal stage (from P1 to P7) and changes the postnatal RV developmental track (from P7 to P21) [1, 15–17].

Although there was an enrichment of cell cycle-related genes in the RVVO-dominant RV development track, it is unclear whether RVVO reactivates the proliferation of CMs [15, 16]. In this study, we performed ACF microsurgery at P7, the edge of CM proliferation window (P1–P7) and used bulk RNA-seq and single RNA-seq to reveal the role and potential mechanisms of RVVO in rebooting prepubertal CM proliferation.

## Materials and methods

The data generated in this study are available from the corresponding author upon reasonable request. The bulk RNA-seq data and single RNA-seq data have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo) under Accession No. GSE157396 and No. GSE255054, respectively.

### ACF microsurgery

Pregnant C57BL/6 mice were purchased from Xipu’er-bikai Experimental Animal Co., Ltd. (Shanghai, China). At postnatal day 7 (P7), the neonate males or females were randomized into the RVVO and sham groups, which underwent the same procedure except for the puncture step. Neonatal ACF microsurgery was performed according to our previous publication [18]. In brief, P7 mice were anesthetized using 4% isoflurane, after which midline laparotomy was performed to expose the abdominal aorta (AA) and inferior vena cava (IVC). After puncturing through the AA into the IVC with an 11 − 0 nylon thread needle (Fig. 1A), hemostatic compression with the surrounding connective tissue was applied for 2 min. Finally, the abdominal wall was closed, and the pups were returned to their mother. The next day, the mice were injected subcutaneously on the back of the neck with cyclosporine A (12.5 mg/kg) or 0.9% saline for 6 days. All procedures conformed to the principles outlined in the Declaration of Helsinki and were approved by the Animal Welfare and Human Studies Committee at Shanghai Children’s Medical Center.

**Fig. 1:**
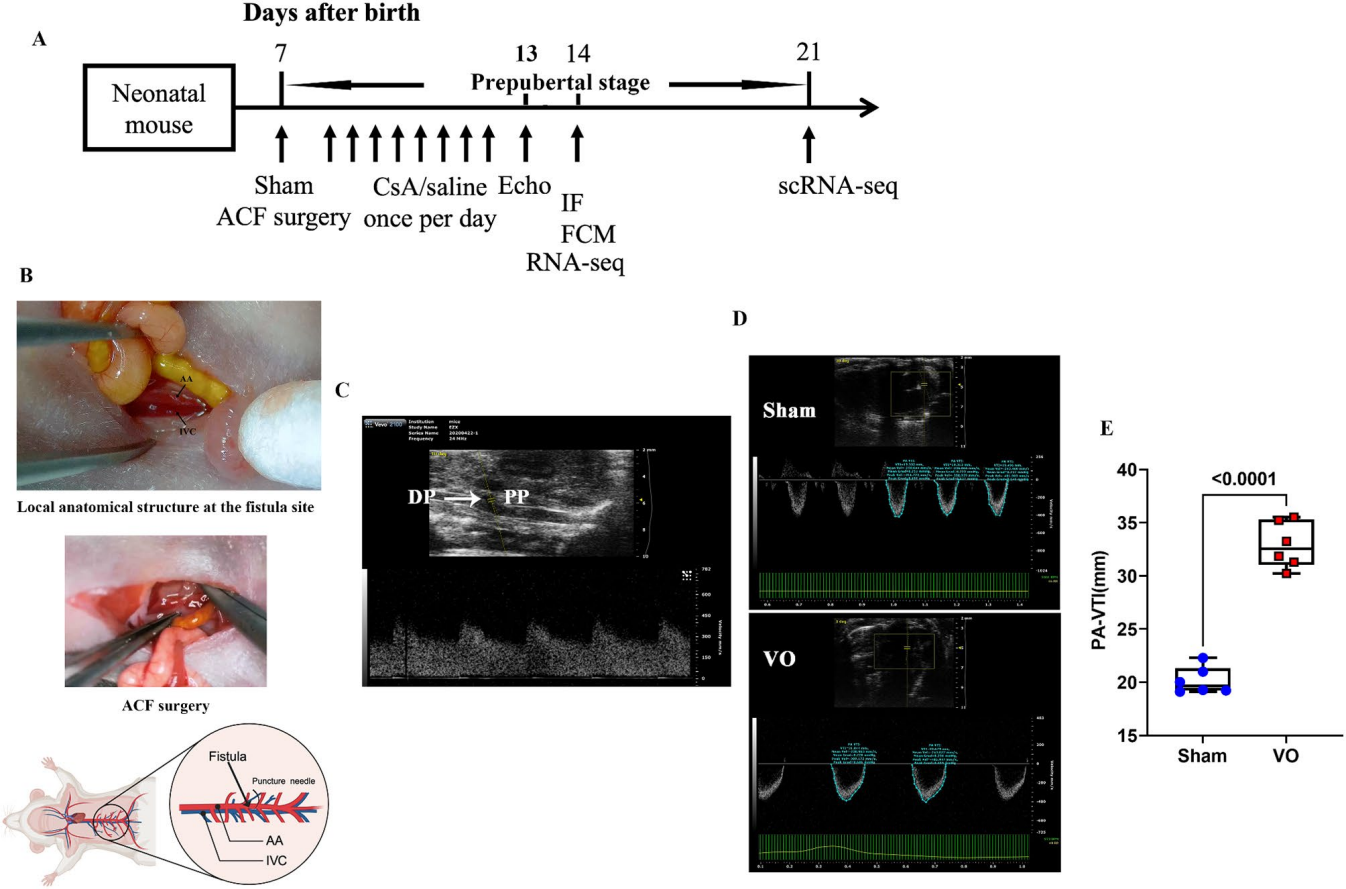
ACF microsurgery induces prepubertal RVVO. (**A**) Timeline of the experimental procedure. (**B**) Illustration of ACF microsurgery. (**C**) Wide and flat pulsatile blood flow was detected at the fistula; IVC: inferior vena cava; DP: detection point; AA, abdominal aorta; and PP: puncture point. (**D**) Representative image across the pulmonary artery valve. (**E**) Quantification of PA VTI

### Ultrasound

At P13, the mice were anesthetized with isoflurane (isoflurane/oxygen: 1.5–2.0% maintenance) for ultrasound examination. Fistula and pulmonary artery (PA) flow were analyzed with a Vevo 2100 imaging system (Visual Sonics, Toronto, ON, Canada). A long-axis view of the PA was used to measure the velocity time integral of the pulmonary artery (VTI_PA_, mm).

### Bulk RNA-seq analysis

At P14, defined as prepubertal stage [1], the RVs were extracted with the PureLink RNA Micro Scale Kit (12183016, Life Technologies, Carlsbad, CA, USA) to obtain total mRNA, which was subsequently used to generate sequencing libraries with the NEBNext^®^ UltraTM RNA Library Prep Kit (E7760, NEB, USA) following the manufacturer’s recommendations. The library was sequenced on the Illumina NovaSeq platform to generate raw data, which were processed through in-house PERL scripts to produce high-quality clean data. The clean data were subjected to differential expression analysis, Gene Ontology (GO), and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses. These analyses were performed on the Novo magic platform (https://magic.novogene.com/).

### Immunofluorescence staining

P14 hearts were sectioned and subjected to immunofluorescence staining. The slides were incubated with primary antibodies ((anti-sarcometric α actinin(SAA, Abcam, ab9465), anti-cardiac troponin T (cTnT, Abcam, ab8295), anti-phospho-histone H3 (pH3; Millipore, 06-570) and aurora B (Abcam, ab2254)) overnight at 4 °C. The slides were then incubated with secondary antibodies and 4’,6-diamidino-2-phenylindole (DAPI) for 30 min. ImageJ software (NIH, Bethesda, MD, USA) was used for quantification.

### Flow cytometry

At P14, the RVs were minced into small fragments and dissociated with 1:1 type II collagenase (1000 U/mL in PBS; Worthington, Lakewood, NJ, USA) and dispase (11 U/mL in PBS; Gibco, Waltham, MA, USA) at 37 °C for 30 min. The dissociated RV cells were incubated with red blood cell lysis buffer (eBiosciences, Waltham, MA, USA) for 5 min to remove erythrocytes. The cells were subsequently stained with fluorochrome-conjugated antibodies against CD45, CD4, and CD8 (BioLegend or eBiosciences) at a dilution of 1:100 at 4 °C for 30 min. After washing, the cells were analyzed on a flow cytometer (BD, FACSAria™ Fusion).

### Single-cell RNA sequencing and data analysis

At P21, defined as CM maturation stage [1], the RV tissues were harvested, minced, homogenized, and lysed in chilled Nuclei EZ Lysis Buffer. After washing with nuclei wash buffer, the nuclei were filtered through a 35-µm cell strainer. Then, the integrity and number of nuclei were determined by microscopy. Finally, the nuclei were processed using the standard 10X Genomics single-cell protocol [19]. The analyses were performed on the Shbio platform (http://tools.shbio.com/home/index.html) with the R package provided by Shanghai Biotechnology Corp. (Shanghai, China).

### Statistical analysis

Continuous data are expressed as the mean ± standard deviation. Differences were tested using Student’s *t* test if the data were normally distributed; otherwise, the rank sum test was used. P values < 0.05 were considered to indicate significance. Statistical analyses were performed using SAS software version 11.2 (SAS Institute, Inc., Cary, NC, USA).

## Results

### ACF microsurgery created RVVO in prepubertal mice

As shown in Fig. 1A–B, we performed ACF microsurgery on neonatal mice at P7, the edge of the CM proliferation window (P1–P7); then, we performed bulk RNA-seq, single RNA-seq, and associated examinations at P14 and P21 to investigate whether RVVO modulates CM proliferation. The inferior vena cava (IVC), which served as a negative control, had no pulsatile blood flow (Supplemental Fig. 1A); the abdominal aorta (AA), which served as a positive control, demonstrated pulsatile blood flow (Supplemental Fig. 1B). Additionally, there was broad and low pulsatile blood flow at the fistula (Fig. 1C) (Video 1), which induced RVVO, indicated by an increased velocity time integral (VTI) (Fig. 1D–E) (Video 2). These results were consistent with those presented in previous reports [15–18].

### RVVO reactivates prepubertal CM proliferation

P14 bulk RNA-seq revealed 981 differentially expressed genes (DEGs) between the VO and sham groups, 462 downregulated and 519 upregulated (Supplemental Fig. 2A). The heatmap and principal component analysis (PCA) results showed that the individual mice in the same group were similar but differed noticeably from the mice in the other group (Supplemental Fig. 2B–C). These results indicate that RVVO greatly changes the transcriptome of the prepubertal RV.

We subsequently subjected the upregulated and downregulated DEGs to GO and KEGG enrichment analyses (Fig. 2A). GO enrichment of the upregulated DEGs revealed that the top 30 enriched GO terms were associated with cell proliferation (Fig. 2B and Supplemental Fig. 3C). KEGG enrichment of the upregulated DEGs revealed that cell cycle was the fourth most enriched term (Fig. 3E). In addition, the heatmap of cell proliferation-associated genes showed that RVVO induced the upregulation of cytokinesis-associated genes (aurkb/ect2) (Fig. 2C). These results indicate that RVVO may reactivate prepubertal CM proliferation.

**Fig. 2:**
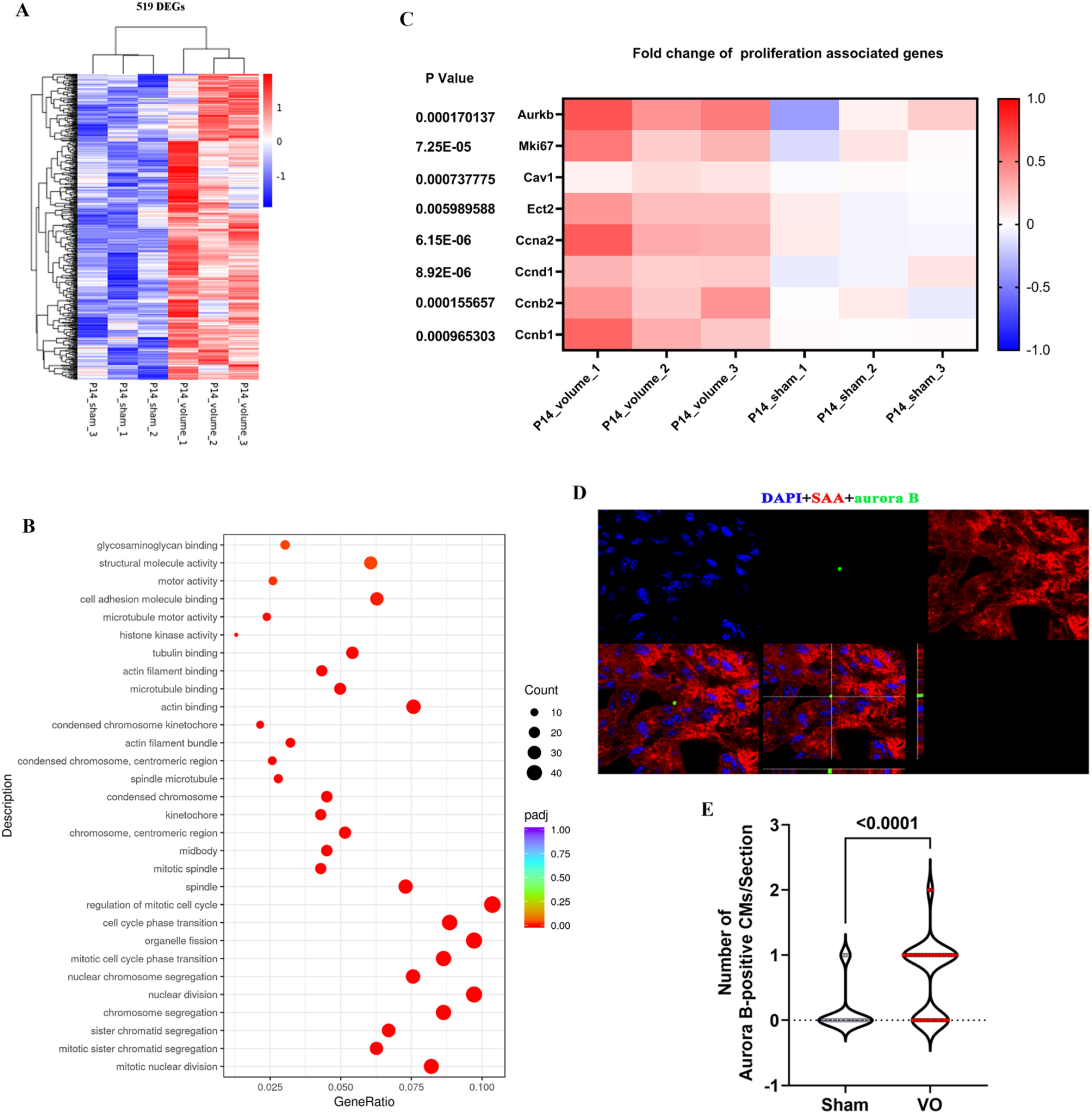
RVVO reboots prepubertal CM proliferation. (**A**) Heatmap of 519 upregulated DEGs. (**B**) Scatterplots of the top 30 enriched terms in the GO enrichment analysis of the upregulated DEGs. (**C**) Heatmap of the fold changes in the expression of cell proliferation-associated genes. (**D**) Representative aurora B-positive CM at the midbody. DAPI (blue); SAA(red); aurora B(green). (**E**) Quantification of aurora B-positive CMs in the midbody

**Fig. 3:**
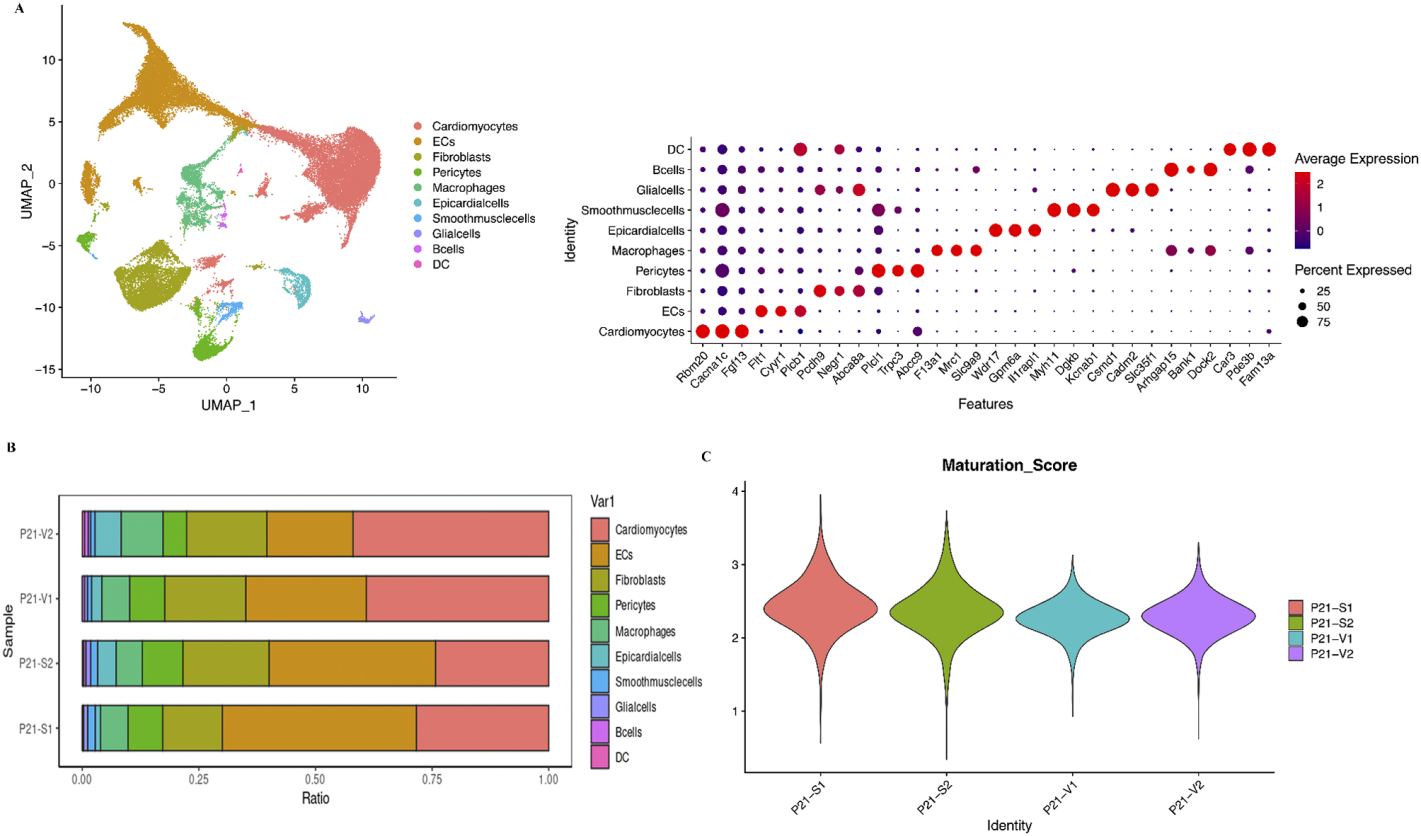
Single RNA-seq confirmed that RVVO reactivates prepubertal CM proliferation. (**A**) Left panel: UMAP plot of single RNA-seq data identifying 10 different types of cells; right panel: the expression levels of marker genes in each cell type. (**B**) Percentage of each cell type in each sample. (**C**) Maturation score of CMs in each sample

To confirm the findings revealed by RNA-seq, we assessed the mitosis marker pH3 and cytokinesis marker aurora B via immunofluorescence staining, which showed that RVVO significantly increased the number of pH3/aurora B-positive CMs (Supplemental Fig. 3A-B and Fig. 2D–E).

GO enrichment of the downregulated DEGs revealed that the top 30 enriched GO terms were associated with heart contraction (Supplemental Fig. 4A–C), suggesting that cardiac contraction ability was reduced because of RVVO. As there was a positive correlation between the increase in cardiac contractility and increase in CM maturation during postnatal cardiac development [20, 21], these results indicate that RVVO reduced CM maturation. In addition, CMs that can proliferate are considered immature CMs [22]. This result indirectly indicates that RVVO induces prepubertal CM proliferation.

We performed single RNA-seq on P21 RVs to confirm the above results. 

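Nuclei were isolated from the RVs of mice at P21, after sham surgery or RVVO at P7, and sequenced with the 10x protocol. There were 2 sham libraries and 2 RVVO libraries, named here sham 1, sham 2, RVVO 1 and RVVO 2. The paper does not state whether a library came from 1 mouse or from a pool. The authors' files hold whole-number UMI counts per gene and barcode, made with Cell Ranger 5.0.0 and not normalized, and name each gene by its Ensembl identifier and symbol. They held 15568, 15430, 8700 and 13392 barcodes in sham 1, sham 2, RVVO 1 and RVVO 2, the order used for every list of 4 values. The UMIs of these libraries added up to 55516713, 51010039, 64739206 and 63422784. The median barcode had 2311, 2262, 4705 and 3378 UMIs, so the RVVO libraries were deeper per barcode. The median share of mitochondrial UMIs was 1.47%, 1.38%, 0.654% and 0.535%. Barcodes with at least 200 genes and under 10% mitochondrial UMIs were kept. At least 10% mitochondrial UMIs were found in 2586, 866, 453 and 757 barcodes. Scrublet's automatic threshold marked 39.2%, 9.00%, 0.0460% and 0% of the barcodes as doublets. Because it marked almost none in the RVVO libraries, a share of 0.8% per 1000 barcodes with the highest doublet scores was removed from every library instead, which came to 12.5%, 12.3%, 6.96% and 10.7%. In all, 43209 nuclei were kept, with 11438, 12815, 7681 and 11275 per library. Nuclei of 1 library are not replicates, so every test compared the 4 libraries. An exact two-sided permutation test of 2 libraries against 2 has 6 arrangements and a smallest p of 0.3333, so no comparison of library values could pass 0.05 by this test. Genes were tested with edgeR's quasi-likelihood test on counts summed per library and cell class.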

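The paper states that males or females were randomized to the groups and does not give the sexes of the mice used for sequencing. Xist, the X-linked transcript of female cells, lies on chromosome X of GRCm38 from 103460366 to 103483254. Over all nuclei kept, it had 1475, 1486, 0.823 and 0.623 UMIs per total scaled alike in every library (CPM). At least 1 Xist UMI was found in 79.7%, 80.4%, 0.586% and 0.275% of the nuclei, and in 67.2%, 70.3%, 0.0525% and 0.0798% after each nucleus was thinned to 1000 UMIs. Uty, on chromosome Y from 1096861 to 1245759, had 0.101, 0.0259, 322 and 317 CPM. Ddx3y, also on chromosome Y, had 0.402, 0.207, 100.1 and 118 CPM. Both sham libraries thus had the transcripts of female mice and both RVVO libraries those of male mice. Sex and surgery cannot be told apart in any comparison of these 2 groups.

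**Figure D1:**
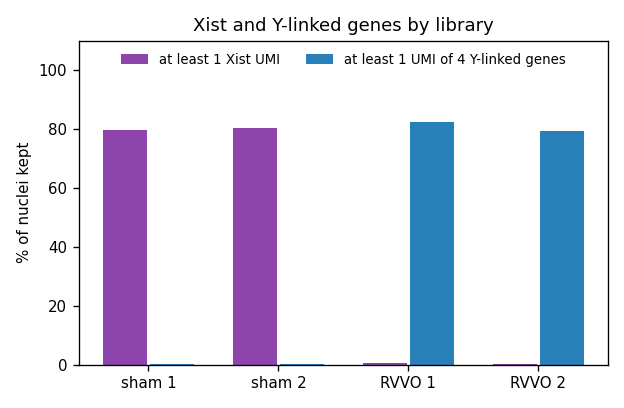
Percentage of the nuclei kept in each library with at least 1 Xist UMI and with at least 1 UMI of the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d, without thinning. Xist was found in 79.7% and 80.4% of sham nuclei, and Y-linked UMIs in 82.2% and 79.4% of RVVO nuclei.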

There were 10 different types of cells in the RVs (Fig. 3A). 

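Clustering of the 43209 nuclei, without the maturation, cell cycle, fetal, sex, mitochondrial and ribosomal genes, gave 34 clusters. Clusters were named from lists of marker genes, so each name means that the nuclei are like that cell type. The lists were written in advance, but the thresholds of the naming rule were set after the clusters had been seen. The rule named 12 classes and left 5642 nuclei unnamed, which were 16.0%, 8.61%, 15.9% and 13.2% of the 4 libraries. Of these, 3562 nuclei lay in clusters with the markers of more than 1 class, 8.62%, 2.88%, 13.5% and 10.4% of the libraries. Another 716 nuclei were CM-like with more epicardial than CM markers among their leading genes, 1.29%, 0.921%, 1.90% and 2.71%. The other 1364 unnamed nuclei, 6.09%, 4.81%, 0.560% and 0.0710%, had low UMI counts and were led mostly by genes of mitochondrial respiration, with a few clusters of platelet or cell cycle genes. Fibroblasts made up 9.60%, 15.1%, 14.1% and 15.6% of the nuclei. Pericytes made up 4.46%, 6.54%, 4.88% and 2.79%, and smooth muscle cells 1.52%, 1.44%, 0.625% and 0.789%. Epicardial cells made up 0.831%, 3.30%, 1.67% and 4.54%, and glial cells 0.726%, 0.819%, 0.521% and 0.488%. B cells made up 0.201%, 0.320%, 0.273% and 0.612%, and T and NK cells 0.140%, 0.140%, 0.352% and 0.568%. Erythroid cells made up 3.19%, 1.11%, 0.573% and 0.293%. A cluster of 78 nuclei was named adipocytes, with 33 nuclei from sham 2, 2 from RVVO 1 and 43 from RVVO 2. In this clustering no cluster was named dendritic cells, neutrophils or mast cells. With gene values centred within each library, 13, 11, 8 and 11 nuclei were named neutrophils. With each nucleus named on its own, 86, 122, 13 and 27 nuclei were named dendritic cells, 197, 193, 27 and 32 mast cells and 16, 7, 2 and 12 neutrophils. That naming used the share of a class's markers with a UMI, without thinning, so it depends on depth. It left 16.6%, 14.7%, 0.677% and 0.514% of the nuclei unnamed. With edgeR's quasi-likelihood test on the numbers of nuclei, none of 13 classes, the unnamed nuclei counted as 1 of them, passed an adjusted p of 0.05, and 3 had an unadjusted p under 0.05. The lowest adjusted p, 0.151, was shared by T and NK cells, with a log2 fold change of 1.71, smooth muscle cells, with -1.06, and erythroid cells, with -2.32. The lower erythroid share in the RVVO group did not hold in every alternative. It was 0.638%, 0.843%, 2.298% and 0.100% without a filter on mitochondrial UMIs, 3.18%, 3.83%, 8.51% and 0.630% with each nucleus named on its own, and 0.465%, 0.131%, 0.225% and 0.293% above a common lowest UMI count, and in none of these were both RVVO libraries below both sham libraries. No cluster was named erythroid with at least 500 genes and under 5% mitochondrial UMIs, or with gene values centred within each library.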

The percentage of CMs was significantly greater in the RVVO group than in the sham group (Fig. 3B). 

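CMs made up 26.3%, 27.4%, 32.5% and 37.2% of the nuclei kept in sham 1, sham 2, RVVO 1 and RVVO 2, from 3013, 3507, 2495 and 4199 CM nuclei. The mean was 26.9% ± 0.724 (SD, n = 2) in the sham group and 34.9% ± 3.37 (SD, n = 2) in the RVVO group, a difference of 8.01 percentage points. Both RVVO libraries lay above both sham libraries (exact two-sided permutation test, p = 0.3333, the smallest p possible). With edgeR's quasi-likelihood test on the numbers of nuclei, the log2 fold change of CMs was 0.38 (standard error 0.275, adjusted p = 0.454 over 13 classes). Among the alternatives that also give a share of all nuclei kept, the difference was largest, 14.1 percentage points, with each nucleus named on its own. That naming depends on depth and left a larger share of sham than of RVVO nuclei unnamed. The difference was smallest, 5.26 percentage points, when only barcodes above the lowest UMI count of RVVO 2 were used. That count was the highest of the 4 libraries' lowest counts. Against nuclei that were neither CMs nor ECs, there were 65.9, 65.8, 77.5 and 85.3 CM nuclei per 100, a difference of 15.6. With each library left out in turn, the difference in the share of all nuclei lay between 5.63 and 10.4 percentage points. Different clusters held most CMs in different libraries. Cluster 7 held 51.7%, 7.04%, 0.160% and 2.36% of the CMs, cluster 2 held 3.95%, 31.3%, 80.1% and 26.3%, and cluster 1 held 14.7%, 34.1%, 14.8% and 63.8%. Cluster 6, whose nuclei had a median of 1050 UMIs and were led by genes of mitochondrial respiration, held 29.0%, 23.7%, 3.93% and 3.10% of the CMs. ECs made up 33.7%, 31.0%, 25.6% and 19.1% of the nuclei. Their mean was 32.3% ± 1.88 (SD, n = 2) in the sham group and 22.4% ± 4.61 (SD, n = 2) in the RVVO group (exact two-sided permutation test, p = 0.3333). The shares of 1 library add up to 100%, so a higher share of CMs can come from more CM nuclei or from fewer nuclei of other classes.

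**Figure D2:**
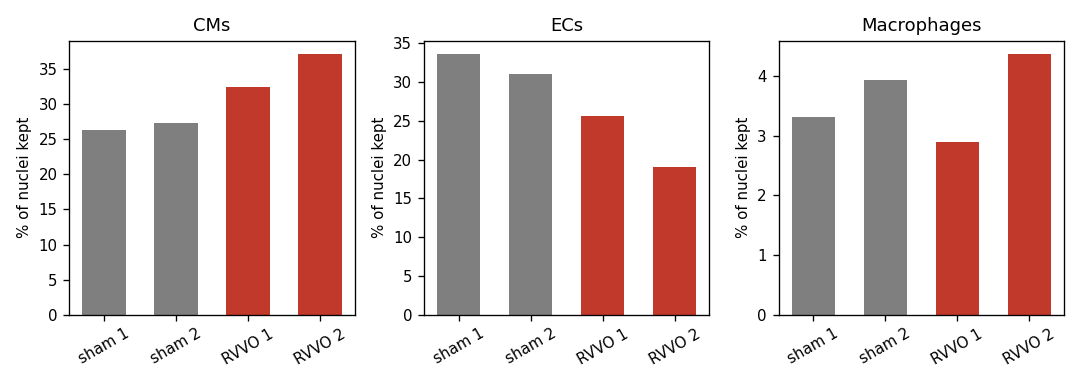
Percentage of the nuclei kept that were named CMs, ECs and macrophages in each library, 1 bar per library. The CM bars of RVVO 1 and RVVO 2 reach 32.5% and 37.2% and lie above both sham bars, and their EC bars lie below both sham bars.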

To further confirm these results, we calculated the maturation score for CM maturation genes (Myh6, Tnni3, RYR2, SERCA2, CACNA1C, and KCNJ2) [23] with Seurat’s functional module [24]. 

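The maturation genes were first tested one by one on counts summed over CM nuclei, with edgeR's TMM normalization and quasi-likelihood test. The positions are those of GRCm38 in the GENCODE annotation, which holds 98.7% of the Ensembl identifiers in the files, whose own genome build is not given in the sources used here. Myh6 (ENSMUSG00000040752, chromosome 14 from 54941921 to 54966927) had 11647 ± 2099 CPM in the sham group and 11167 ± 1898 in the RVVO group (SD, n = 2 libraries each). Its log2 fold change was -0.06 (standard error 0.215, adjusted p = 0.991 by edgeR). Tnni3 (ENSMUSG00000035458, chromosome 7 from 4518305 to 4524229) had 1296 ± 346 and 1094 ± 154 CPM, a log2 fold change of -0.24 (standard error 0.220, edgeR adjusted p = 0.925). Ryr2 (ENSMUSG00000021313, chromosome 13 from 11553102 to 12106945) had 17918 ± 1699.9 and 17312 ± 3781, a log2 fold change of -0.05 (standard error 0.218, edgeR adjusted p = 0.991). Atp2a2, the gene of SERCA2 (ENSMUSG00000029467, chromosome 5 from 122453513 to 122502225), had 5262 ± 482 and 4405 ± 406, a log2 fold change of -0.26 (standard error 0.161, edgeR adjusted p = 0.879). Cacna1c (ENSMUSG00000051331, chromosome 6 from 118587240 to 119196418) had 13345 ± 356 and 10793 ± 229.5, a log2 fold change of -0.31 (standard error 0.158, edgeR adjusted p = 0.859). Kcnj2 (ENSMUSG00000041695, chromosome 11 from 111066164 to 111076821) had 32.8 ± 3.25 and 32.9 ± 8.71, from 473, 523, 841 and 625 UMIs, and a log2 fold change of 0.00 (standard error 0.212, edgeR adjusted p = 0.999). Both RVVO libraries lay below both sham libraries for Atp2a2 and Cacna1c only. Leaving out 1 library changed the sign of the log2 fold change of Myh6, Tnni3, Ryr2 and Kcnj2. Taken as a set, the 6 genes had a median log2 fold change of -0.15, and edgeR called 0 of them, adjusted over the list alone or over all genes tested, with 0 at an unadjusted p under 0.05. This median ranged from -0.29 without RVVO 1 to -0.039 without RVVO 2 when 1 library was left out. Set tests were adjusted over 18 tests, 6 lists set in advance in CMs, macrophages and ECs, a family chosen after the unadjusted values were seen. On the edgeR fit, the 6 genes had an adjusted p = 0.546 by fry (unadjusted 0.323) and an adjusted p = 0.259 by camera (unadjusted 0.130). A camera-type test on DESeq2's statistics gave an adjusted p = 0.110 (unadjusted 0.0430). Unnamed clusters whose highest marker score was that of CMs held 1604 nuclei, 363, 128, 587 and 526 per library. With these CM-like nuclei counted as CMs, chosen after the data were seen, the median was -0.32, with an adjusted p = 0.00138 by camera on the edgeR fit and an adjusted p = 0.384 by fry.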

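Nuclei named ECs also held these transcripts, as free RNA in the droplets does. Tnni3 had 2026, 1288, 1497 and 1814 CPM in ECs, above the 1503, 1051, 972 and 1246 in CMs, both before TMM normalization. Myh6 had 9991, 6455, 8153 and 7175 CPM in ECs, against 12807, 10160, 12346 and 10175 in CMs. Cacna1c had 355, 472, 701 and 394 in ECs, far below the 12770, 13592, 10492 and 11346 in CMs. The counts of Tnni3 and Myh6 in CM nuclei therefore include an unknown share of free RNA. Over all 14493 genes tested in CMs, edgeR called 7 changed at an adjusted p under 0.05, 5 higher and 2 lower in the RVVO group, and 893 had an unadjusted p under 0.05. The calls were Xist and Tsix, lower, and Ddx3y, Uty, Eif2s3y, Kdm5d and Snx17, higher. Of these, 6 are X- or Y-linked, and the remaining gene is Snx17 (ENSMUSG00000029146, chromosome 5 from 31193227 to 31199143). Snx17 had 10.3, 9.64, 88.4 and 112 CPM, a log2 fold change of 3.33 (standard error 0.180, edgeR adjusted p = 0.00506). It overlaps Eif2b4 and Zfp513 on the other strand, the use of strand in counting is not given in the sources used here, and it was also higher in macrophages, ECs and fibroblasts. DESeq2 called 85 genes, 17 higher and 68 lower, and without sham 2 edgeR called 18.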

The results showed that the maturation score was lower in the RVVO group than in the sham group (Fig. 3C), suggesting that RVVO induces prepubertal CM proliferation.

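The maturation score of each CM nucleus was computed by the rule of Seurat's AddModuleScore, as the mean of ln(1 + counts per 10000) of the 6 genes minus that of 100 control genes drawn for each from the same 1 of 24 bins of expression. The mean over CM nuclei was 2.67, 2.59, 2.55 and 2.54 in sham 1, sham 2, RVVO 1 and RVVO 2. The SD between the nuclei of a library was 0.282, 0.296, 0.195 and 0.220. The libraries averaged 2.63 ± 0.0587 (SD, n = 2) in the sham group and 2.54 ± 0.00367 (SD, n = 2) in the RVVO group, a difference of -0.0887 (exact two-sided permutation test, p = 0.3333). The difference was larger than the SD between the sham libraries and smaller than the SD between the nuclei of any library. CM nuclei had medians of 3697, 3901, 7849 and 4438 UMIs. With every nucleus thinned to 1000 UMIs, which left out 344, 546, 2 and 0 CM nuclei, the means were 2.84, 2.77, 2.78 and 2.74, a difference of -0.0425 (exact permutation test, p = 0.6667). Thinned to 2000 UMIs, which left out 883, 964, 86 and 258 CM nuclei, the difference was -0.0570. Without control genes, the mean of the 6 genes was 3.48, 3.39, 3.49 and 3.43, and the difference had the other sign, 0.0207. The control genes averaged 0.811, 0.804, 0.946 and 0.888. Thinned to 1000 UMIs and without control genes, the difference was -0.0448. Of the 6 genes, 3 had a lower mean per nucleus in the RVVO group, Myh6 by -0.0999, Tnni3 by -0.225 and Atp2a2 by -0.0977, each with overlap between the groups. Cacna1c and Ryr2 were higher in both RVVO libraries, by 0.260 and 0.248, and Kcnj2 differed by 0.0390. These values depended on depth, and at 1000 UMIs Myh6 differed by -0.0255, Tnni3 by -0.154, Atp2a2 by -0.155, Cacna1c by -0.00653, Ryr2 by 0.0626 and Kcnj2 by 0.0104. At 2000 UMIs Myh6 differed by 0.0396, Tnni3 by -0.0336, Atp2a2 by -0.155, Cacna1c by -0.191, Ryr2 by -0.0357 and Kcnj2 by 0.0107. With 1 gene left out of the score, the difference was -0.0341 without Tnni3 (exact permutation test, p = 0.6667), -0.0591 without Myh6, -0.0595 without Atp2a2, -0.118 without Kcnj2, -0.131 without Cacna1c and -0.136 without Ryr2 (exact permutation test, p = 0.3333 for each of the last 5). The score of the 6 genes differed by -0.130 without sham 2 and by -0.0473 without sham 1, the range with 1 library left out. In ECs the score was 1.58, 1.43, 1.52 and 1.34, a difference of -0.0799. Free CM RNA and transcripts of the ECs themselves can both add to it, and their shares are unknown. Thinned to 1000 and 2000 UMIs, the difference in ECs was -0.0288 and 0.0772, the latter without 1835, 2292, 489 and 637 EC nuclei. In macrophages the score was 1.82, 1.55, 1.55 and 1.32, a difference of -0.251, and thinned it was -0.0512 and 0.0264, the latter without 246, 302, 61 and 137 macrophage nuclei.

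**Figure D3:**
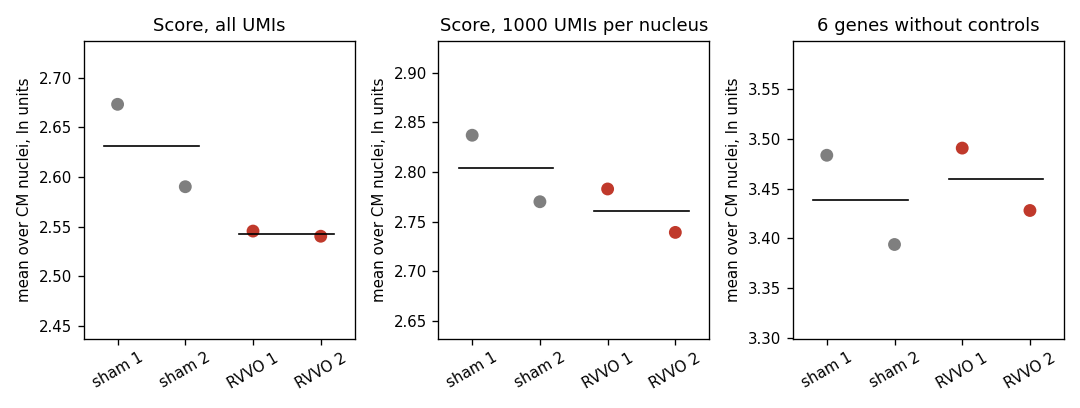
Mean maturation score over CM nuclei in each library, 1 point per library with a line at each group's mean, in ln units: with all UMIs, with 1000 UMIs per nucleus, and for the 6 genes without control genes. The vertical axes do not start at 0 and each spans the same range. The RVVO means lie below the sham means by 0.0887 and 0.0425 in the first 2 panels, and above by 0.0207 in the last.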

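Transcripts of dividing cells were measured in the same CM nuclei with a list of 20 genes set in advance. After thinning to 1000 UMIs, at least 2 UMIs of this list were found in 1, 5, 3 and 12 of 2669, 2961, 2493 and 4199 CM nuclei, or 0.0375%, 0.169%, 0.120% and 0.286%. The difference of 0.0999 percentage points was smaller than the SD between the RVVO libraries, 0.117 (exact two-sided permutation test, p = 0.6667). Thinned to 2000 UMIs, the share was 0.235%, 0.315%, 0.581% and 0.533%, higher in both RVVO libraries by a mean of 0.282 percentage points, against SDs of 0.0565 and 0.0341 (exact two-sided permutation test, p = 0.3333). That depth left out 883 and 964 sham CM nuclei but 86 and 258 RVVO CM nuclei, so the groups were not sampled alike. With at least 1 UMI at a depth of 1000, it was 2.47%, 3.24%, 3.37% and 4.02%, also higher in both RVVO libraries, by 0.840 percentage points (exact two-sided permutation test, p = 0.3333). In ECs the share at 1000 UMIs was 0.379%, 0.339%, 0.616% and 0.604%, higher in both RVVO libraries too (exact two-sided permutation test, p = 0.3333), at medians of 2067.5, 1808, 2927 and 2421 UMIs before thinning. In macrophages it was 7.84%, 14.7%, 9.72% and 10.9%. Unthinned, the share in CM nuclei was 1.73%, 2.22%, 5.33% and 2.67%, highest in RVVO 1, the library with the deepest CM nuclei, and in ECs 1.40%, 1.06%, 2.49% and 2.18%. On summed counts, the 14 genes of the list that could be tested had a median log2 fold change of 0.35 in CMs (edgeR fit, fry adjusted p = 0.553, unadjusted 0.369) and of 0.59 in ECs (edgeR fit, fry adjusted p = 0.546). Camera, which presets the correlation between genes, gave it an adjusted p = 0.0943 in CMs (unadjusted 0.0346) and an adjusted p = 0.000495 in ECs, a call on the edgeR fit that fry did not make. With unnamed CM-like nuclei counted as CMs, chosen after the data were seen, the median in CMs was 0.68, with an adjusted p = 1.19e-06 by camera on the edgeR fit and an adjusted p = 0.105 by fry. The 34 S phase genes tested had a median of 0.06 (edgeR fit, fry adjusted p = 0.546) and the 32 G2M phase genes 0.10 (fry adjusted p = 0.772). No gene of these 3 lists was called, adjusted over the list alone or over all genes. Without RVVO 2 the median of the dividing-cell genes was -0.01. Ect2 had 1.11, 2.04, 2.00 and 1.97 CPM in CMs, a log2 fold change of 0.31 (standard error 0.388, edgeR adjusted p = 0.958). Mki67 had a log2 fold change of -0.30 and Top2a of 0.39, neither called, and the sign of all 3 genes changed with 1 library left out. Aurkb, too low to be tested, had 2, 3, 1 and 5 UMIs in CMs. The 7 fetal and stress genes tested had a median log2 fold change of 0.11 (edgeR fit, fry adjusted p = 0.546), and 0 of them were called, adjusted over the list alone or over all genes. Among them Nppa had 6.61, 63.4, 21.6 and 184 CPM, a log2 fold change of 1.55 (edgeR adjusted p = 0.914) within a wide spread. Nppa was higher still in ECs, at 9.63, 126, 50.4 and 326 CPM. CM nuclei had more UMIs than EC nuclei, which lowers the CPM of free RNA in them. An unknown share of Nppa in CM nuclei may thus be free RNA. From the lower maturation score in the RVVO group, and on its premise that CMs able to proliferate are immature, the paper proposes that RVVO induces prepubertal CM proliferation. Its direct evidence is from P14, where staining found more pH3- and aurora B-positive CMs after RVVO. Its P14 bulk data had enriched proliferation terms, with Aurkb and Ect2 higher, and cyclosporine A lowered the number of pH3-positive CMs. The P21 nuclei cannot test events at P14.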

### Immune responses account for prepubertal CM proliferation rebooting

A previous study suggested that RVVO initiates immune responses at the neonatal stage (from P1 to P7) [17]; thus, we focused on the enriched GO terms of the upregulated DEGs. Immune response-associated terms were the second most enriched (Fig. 4A–B). We then assessed immune cells to confirm these results, revealing that RVVO increased the percentage of immune cells (Fig. 4C–D and Supplemental Fig. 5A–D). Moreover, immune response was one of the top three enriched KEGG pathway terms for the upregulated DEGs (Fig. 4E and Supplemental Fig. 5E). These results indicate that immune responses may account for prepubertal CM proliferation rebooting.

**Fig. 4:**
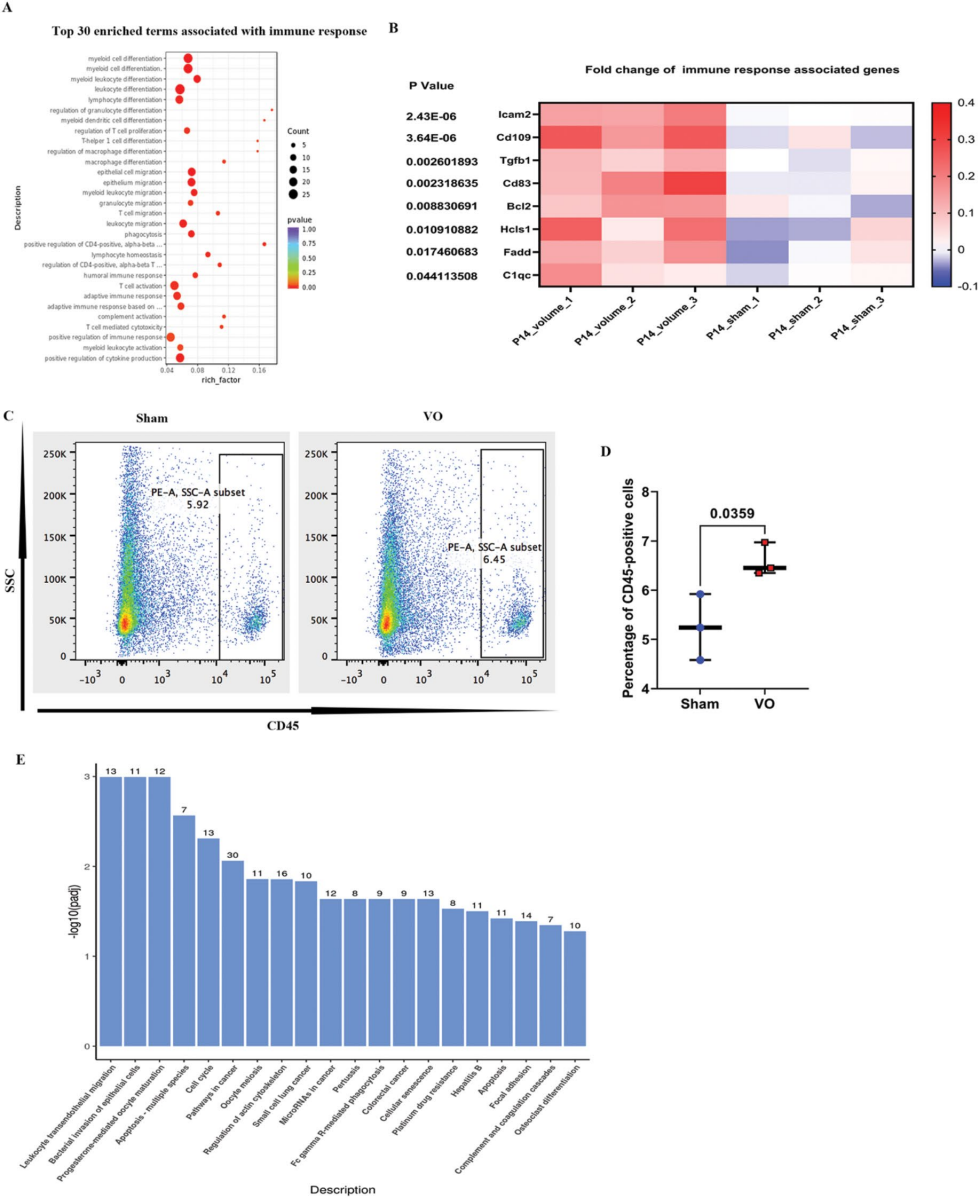
RVVO induces an immune response. (**A**) Scatterplots of the top 30 enriched GO terms associated with the immune response selected from GO enrichment analysis of the upregulated DEGs. (**B**) Heatmap of the fold changes in immune response-associated genes. (**C**). A representative flow cytometry image is shown. (**D**) Quantification of CD45 + cells. (**E**) The 20 most enriched terms in the KEGG pathway analysis of the upregulated DEGs

We treated mice with the immune response inhibitor cyclosporin A (CsA) to verify the above findings. CsA reduced the number of DEGs and caused the gene expression profile of RVVO mice to shift toward that of sham mice (Fig. 5A–C), with a significant decrease in cell cycle-associated gene enrichment (Supplemental Fig. 6). Moreover, CsA reduced the number of pH3-positive CMs induced by RVVO (Fig. 5D–E).

**Fig. 5:**
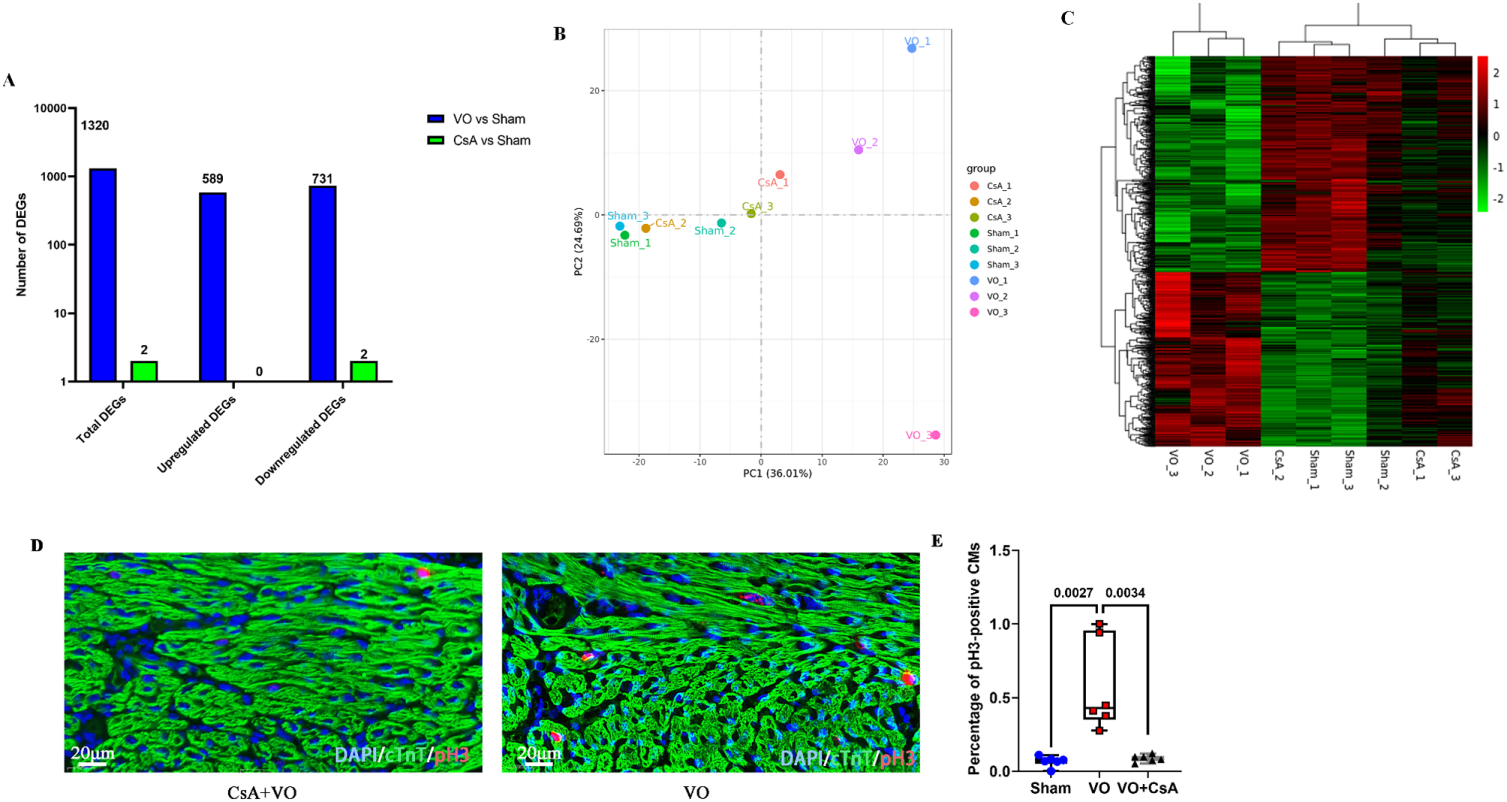
CsA inhibits prepubertal CM proliferation rebooting in RVVO (**A**) CsA reduced the number of DEGs. (**B**) CsA shifted the RVVO-changed gene expression profile toward the normal (sham) profile, as indicated by the PCA of the DEGs. (**C**) CsA shifted the RVVO-changed gene expression profile toward the normal (sham) profile, as indicated by the cluster analysis of the DEGs. (**D**) Representative immunofluorescence staining of pH3-positive CMs. (**E**) Quantification of pH3-positive CMs. Note: CsA = CsA + VO, CsA withou VO were comparable to the sham group

In summary, these results suggest that immune responses account for prepubertal CM proliferation rebooting.

## Discussion

Previous studies have shown that neonatal hearts can adapt well to abnormal hemodynamics in both the right and left ventricles without maladaptations such as fibrosis, partly due to CM proliferation [10, 25]. Even in early adolescence, CM proliferation can be induced by RVs to better adapt to pressure overload (PO) [11]. Our previous study also showed that relieving RV PO through debanding surgery at P7 significantly increased the survival rate of young mice [14]. All these studies suggest that the ability of pediatric hearts to adapt to abnormal hemodynamics, the main feature of CHD, is much greater than that of adult hearts.

CHDs usually lead to ventricular VO and PO, specifically RVVO, left ventricular VO, RV PO, and left ventricular PO, which usually coexist in the same type of CHD. Neglecting the unique hemodynamics of CHD when studying CM proliferation may lead to misinterpretation [14]. In addition, these hemodynamic abnormalities are closely associated with disease progression, and sometimes one type of hemodynamic abnormality dominates a particular stage of disease progression [26]. Previous studies have established that at the neonatal stage, PO promotes both RV and left ventricular CM proliferation [10, 25] and that at the prepubertal stage, PO induces transient RV CM cycle activity [11]. However, at the neonatal stage, RVVO does not promote CM proliferation but initiates an immune response [17]. The current study revealed that at the prepubertal stage, RVVO reboots CM proliferation and also induces an immune response, which may account for the RVVO-induced increase in CM proliferation. Thus, this study enriches the body of knowledge on CHD-associated CM proliferation. In addition, since RVVO is one of the most important hemodynamic characteristics in many kinds of pediatric CHD and heart failure, this study may provide an opportunity to create a novel paradigm for treating these diseases.

Current CHD treatment is limited by surgical approaches. Thus, finding non-surgical ways to treat CHD has always been an important goal of cardiac surgeons. When Liu et al. showed that beta-blockers improve CM proliferation via increasing the expression of ECT2 in children with tetralogy of Fallot (TOF), the most common cyanotic CHD and one that is characterized by RVPO, in the journal *Science Translational Medicine* [27] in late 2019, their results greatly interested cardiac surgeons [28–30] and quickly resulted in comments in *The New England Journal of Medicine* in early 2020 [31].

However, Liu’s argument is based on the increased polyploidy of CMs in children with TOF and the mutation of ECT2 gene leading to cytokinesis failure. However, the increased polyploidy of CMs may be the results of proliferation not cytokinesis failure (Supplemental Fig. S7). Moreover, subsequently, multiple studies revealed that PO promotes CM proliferation and the expression of ECT2 either in RV or left ventricle [10, 14, 25, 32, 33]. In all, Liu’s research overlooked the effect of PO on CM proliferation.

Why is CM proliferation potentially important in CHD treatment? In theory, CM proliferation leads to an increase in total CM number that may respond more favorably to both normal and abnormal stress and growth stimuli. In theory, it may set up a myocardial milieu more resistant to heart failure later in life. Thus, understanding the underlying mechanisms by which RVVO extends or reboots CM proliferation, it is possible that “we have at our disposal a simple, cheap medicine to treat a cellular-level problem that might have implications for long-term cardiac function.” [28].

CSA showed not only to improve RVVO-induced gene expression profile but also to inhibit reboot CM proliferation, and its broad immunosuppressive effects make it less than ideal for CHD treatment. Thus, it is necessary to investigate the exact immune cell types that play crucial roles in CM re-proliferation. 

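In the P21 RV libraries, macrophages made up 3.31%, 3.93%, 2.90% and 4.38% of the nuclei in sham 1, sham 2, RVVO 1 and RVVO 2, from 379, 504, 223 and 494 nuclei. The mean was 3.62% ± 0.438 (SD, n = 2) in the sham group and 3.64% ± 1.05 (SD, n = 2) in the RVVO group (exact two-sided permutation test, p = 1). With 1 library left out, the difference turned negative in 2 cases, -0.720 percentage points without RVVO 2 and -0.291 without sham 1. It stayed positive in the other 2 cases, at most 0.758, without RVVO 1. Unnamed clusters whose highest marker score was that of macrophages, kept apart because they also had markers of other classes, held another 1.82%, 0.616%, 2.29% and 3.44% of the nuclei. Counted as macrophages, a choice made after their values were seen, they raised the shares to 5.13%, 4.55%, 5.19% and 7.82%, a difference of 1.67 percentage points (exact permutation test, p = 0.3333). With each nucleus named on its own, which depends on depth, the difference was 2.44 percentage points. Immune nuclei of all named classes together, macrophages, B cells and T and NK cells, made up 3.65%, 4.39%, 3.53% and 5.56% (exact two-sided permutation test, p = 1). Without RVVO 2 this difference of 0.521 percentage points became -0.496, and without RVVO 1 it became 1.54. With the unnamed macrophage-like nuclei counted, the immune shares were 5.47%, 5.01%, 5.82% and 9.00%. That difference was 2.17 percentage points (exact two-sided permutation test, p = 0.3333). Macrophage nuclei had medians of 1663, 1649, 3101 and 2468 UMIs.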

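Of 9350 genes tested in macrophages, edgeR called 8 at an adjusted p under 0.05, 6 higher and 2 lower in the RVVO group, and 659 had an unadjusted p under 0.05. They were Xist, Tsix, Ddx3y, Uty, Eif2s3y and Kdm5d, which are X- or Y-linked, and Snx17 and BC018473. Snx17, which overlaps genes on the other strand, had 19.5, 12.8, 175 and 191 CPM, a log2 fold change of 3.54 (standard error 0.274, edgeR adjusted p = 0.00254), and it was called in CMs and ECs too. BC018473, named here after its values were seen, lies on chromosome 11 from 116752167 to 116759373 and is annotated as an antisense gene, and the use of strand in counting is not given in the sources used here. It had 58.4, 39.3, 270.0 and 244 CPM, a log2 fold change of 2.42 (standard error 0.243, edgeR adjusted p = 0.0122). Without sham 1, edgeR called 4 genes, without sham 2 it called 36 and without RVVO 1 it called 15. Snx17 had an adjusted p of 0.0572 without sham 1, and BC018473 had 0.107 without sham 1 and 0.0840 without RVVO 2. A list of immune response genes set in advance, 22 of which could be tested, had a median log2 fold change of -0.40 in macrophages and a mean of -0.73. Leaving out 1 library moved this median between -0.79, without RVVO 2, and -0.13, without RVVO 1. On the edgeR fit it had an adjusted p = 1.09e-07 by camera and an adjusted p = 0.546 by fry (unadjusted 0.194), so that the camera call did not hold under fry. edgeR called 0 of its genes over all genes tested and 4 adjusted over the list alone. The same list had a median of -0.41 in CMs, which should lack most of these transcripts, with 3 of 19 genes called over the list alone and 0 over all genes. On the edgeR fit, it had in CMs an adjusted p = 4.05e-07 by camera and an adjusted p = 0.546 by fry. The sign of its median in CMs changed when RVVO 1 was left out.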

Single-cell RNA sequencing results have suggested that macrophages are a potentially pivotal immune cell population. Specific types of immunosuppressants that target a corresponding immune cell population that will result in the fewest side effects should be identified. This will enable CHD patients to avoid a compromised immune state while still benefiting from agent administration.

### Limitations

The current study raises many interesting and important questions. For example, (1) whether the degree of RVVO is related to the degree of CM proliferation is unclear, and how to control the degree of RVVO is also unknown. (2) The specific mechanisms by which RVVO activates the immune response are unclear, and apoptosis or mechanical tension, which may be the underlying mechanisms by which RVVO activates the immune response, could be further researched. (3) It is unclear how immune responses reboot prepubertal CM proliferation. What are the key immune cells? Is it a macrophage? If so, how do macrophages reboot CM proliferation? 

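Interactions were counted from a list of 229 ligand and receptor pairs written from general knowledge, 226 of which have both genes in the files. The tool and database of Supplemental Fig. 8 are not named in the paper's text. A pair was counted in a library when the ligand had a UMI in at least 10% of the nuclei of 1 class and the receptor in at least 10% of those of the other, with nuclei thinned to 1000 UMIs. Besides the CM nuclei under that depth, thinning left out 60, 136, 7 and 0 macrophage nuclei. From CMs to macrophages, 16, 13, 18 and 15 pairs were counted in sham 1, sham 2, RVVO 1 and RVVO 2. The mean was 14.5 ± 2.12 (SD, n = 2) in the sham group and 16.5 ± 2.12 (SD, n = 2) in the RVVO group (exact two-sided permutation test, p = 0.6667). From macrophages to CMs, 8, 6, 6 and 8 pairs were counted, a mean of 7 ± 1.41 (SD, n = 2) in both groups (exact two-sided permutation test, p = 1). The counts moved most without thinning, when deeper nuclei pass the limit more often. They were then 39, 31, 47 and 53 from CMs to macrophages and 23, 21, 35 and 38 from macrophages to CMs, higher in both RVVO libraries (exact two-sided permutation test, p = 0.3333 for each). With the limit at 5% or 20% of nuclei, the difference from CMs to macrophages was -0.5 pairs. Counting the unnamed macrophage-like nuclei as macrophages, chosen after the values were seen, made it 2.5 pairs in either direction. Between CMs and macrophages, only the pair of Nampt in macrophages and Insr in CMs was counted in both libraries of 1 group and in neither of the other. Nampt had a UMI in 13.5%, 13.3%, 6.48% and 8.50% of macrophage nuclei, against 10.2%, 9.50%, 6.68% and 6.50% of EC nuclei, and Insr in 52.5%, 56.4%, 52.7% and 55.2% of CM nuclei, against 14.5%, 15.3%, 16.2% and 16.9% of EC nuclei. From macrophages to macrophages, 4 pairs were counted in both sham libraries and in no RVVO library, Cadm1 with Cadm1, Lgals9 with Cd44, Lgals9 with Ptprc and Nampt with Insr. Of the 7 pairs from CMs to macrophages that differed between libraries, 5 had a receptor that passed the 10% limit in the macrophages of every library, and for the other 2, Vegfa with Flt1 and Cdh2 with Cdh2, the receptor crossed it between libraries.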

According to our single-cell RNA-seq data, the interactions between CMs and macrophages increased dramatically (Supplemental Fig. 8). Thus, macrophages may be one of the underlying mechanisms responsible for VO-induced prepubertal CM proliferation. Answering the above questions will undoubtedly deepen our understanding of RVVO-associated CHD and heart regeneration.

## Conclusions

Given that RVVO is one of the most important hemodynamic characteristics in children with CHD and heart failure, the finding that RVVO reboots prepubertal CM proliferation may provide an opportunity to create a novel paradigm for treating these diseases.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1: Video 1. ACF microsurgery creates a fistula between AA and IVC.

Supplementary Material 2: Video 2. RVVO indicated by increased VTI.

Supplementary Material 3: Supplemental Figure 1 Abdominal ultrasound of the aorta and inferior vena cava. (A) No pulsatile blood flow in the inferior vena cava. (B) Pulsatile blood flow in the abdominal aorta (AA). Supplemental Figure 2 RNA-seq analysis of prepubertal RVs. (A) Volcano plot of differentially expressed genes (DEGs) between the RVVO and sham groups. (B) Heatmap of DEGs. (C) Principal component analysis (PCA) of DEGs. Supplemental Figure 3 RVVO reactivates prepubertal CM proliferation. (A) Representative immunofluorescence staining of pH3-positive CMs. DAPI (blue); SAA(green); pH3(red). (B) Quantification of pH3-positive CMs. (C) Histogram of the top 30 enriched terms in the GO enrichment analysis of the upregulated DEGs. Supplemental Figure 4 RVVO postpones prepubertal CM maturation. (A) Heatmap of the downregulated DEGs. (B) Histogram of the top 30 enriched terms in the GO enrichment analysis of the downregulated DEGs. (C) Scatterplots of the top 30 enriched terms in the GO enrichment analysis of the downregulated DEGs. Supplemental Figure 5 RVVO induces an immune response. (A) Representative flow cytometry image of CD4+ cells. (B) Quantification of CD4+ cells. (C) Representative flow cytometry image of CD8+ cells. (D) Quantification of CD8+ cells. (E) Scatterplots of the top 20 enriched terms in the KEGG pathway analysis of the upregulated DEGs.Supplemental Figure 6 CsA inhibits RVVO-mediated promotion of prepubertal CM proliferation. (A) Volcano plot of DEGs between the RVVO and sham groups. (B) Volcano plot of DEGs between the RVVO and CsA + VO groups. (C) Volcano plot of DEGs between the CsA + VO and sham groups. (D) Histogram of the top 30 enriched terms of GO enrichment analysis of the upregulated DEGs between the RVVO and sham groups. (E) Histogram of the top 30 enriched terms of GO enrichment analysis of the upregulated DEGs between the RVVO and CsA + VO groups. Supplemental Figure 7 Illustration of the increased polyploid CMs generated in TOF patients. Greater numbers of polyploid CMs do not indicate failure of cytokinesis. For example, in the beginning of a study, if both the control group and TOF group had 80 mononucleated and 20 binucleated CMs, the proportion of binucleated CMs was 20%. Under PO conditions, both mononucleated and binucleated CMs in the TOF group increased by 10, and the proportion of binucleated CMs was 25%. Therefore, an increase in the proportion of binucleated CMs does not necessarily mean impaired cytokinesis. (adopted from ref 1 under the CC BY license 4.0). Supplemental Figure 8 Number of interactions between macrophages and CMs. The thickness of the line represents the number of interactions.

## Data Availability

The data generated in this study are available from the corresponding author upon reasonable request. The bulk RNA-seq data and single RNA-seq data have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo) under Accession No. GSE157396 and No. GSE255054, respectively.

## Abbreviations

RVVO: Right ventricular volume overload
PO: Pressure overload
CM: Cardiomyocyte
RV: Right ventricle
ACF: Abdominal aorta and inferior vena cava fistula

# Supplementary material for: Right ventricular volume overload reboots cardiomyocyte proliferation via immune responses
**Source:** J Transl Med. 2024 Nov 28;22:1075. doi: 10.1186/s12967-024-05839-8
**Supplement:** Supplementary file 3 — Supplementary Material 3: Supplemental Figure 1 Abdominal ultrasound of the aorta and inferior vena cava. (A) No pulsatile blood flow in the inferior vena cava. (B) Pulsatile blood flow in the abdominal aorta (AA). Supplemental Figure 2 RNA-seq analysis of prepubertal RVs. (A) Volcano plot of differentially expressed genes (DEGs) between the RVVO and sham groups. (B) Heatmap of DEGs. (C) Principal component analysis (PCA) of DEGs. Supplemental Figure 3 RVVO reactivates prepubertal CM proliferation. (A) Representative immunofluorescence staining of pH3-positive CMs. DAPI (blue); SAA(green); pH3(red). (B) Quantification of pH3-positive CMs. (C) Histogram of the top 30 enriched terms in the GO enrichment analysis of the upregulated DEGs. Supplemental Figure 4 RVVO postpones prepubertal CM maturation. (A) Heatmap of the downregulated DEGs. (B) Histogram of the top 30 enriched terms in the GO enrichment analysis of the downregulated DEGs. (C) Scatterplots of the top 30 enriched terms in the GO enrichment analysis of the downregulated DEGs. Supplemental Figure 5 RVVO induces an immune response. (A) Representative flow cytometry image of CD4+ cells. (B) Quantification of CD4+ cells. (C) Representative flow cytometry image of CD8+ cells. (D) Quantification of CD8+ cells. (E) Scatterplots of the top 20 enriched terms in the KEGG pathway analysis of the upregulated DEGs.Supplemental Figure 6 CsA inhibits RVVO-mediated promotion of prepubertal CM proliferation. (A) Volcano plot of DEGs between the RVVO and sham groups. (B) Volcano plot of DEGs between the RVVO and CsA + VO groups. (C) Volcano plot of DEGs between the CsA + VO and sham groups. (D) Histogram of the top 30 enriched terms of GO enrichment analysis of the upregulated DEGs between the RVVO and sham groups. (E) Histogram of the top 30 enriched terms of GO enrichment analysis of the upregulated DEGs between the RVVO and CsA + VO groups. Supplemental Figure 7 Illustration of the increased polyploid CMs generated in TOF

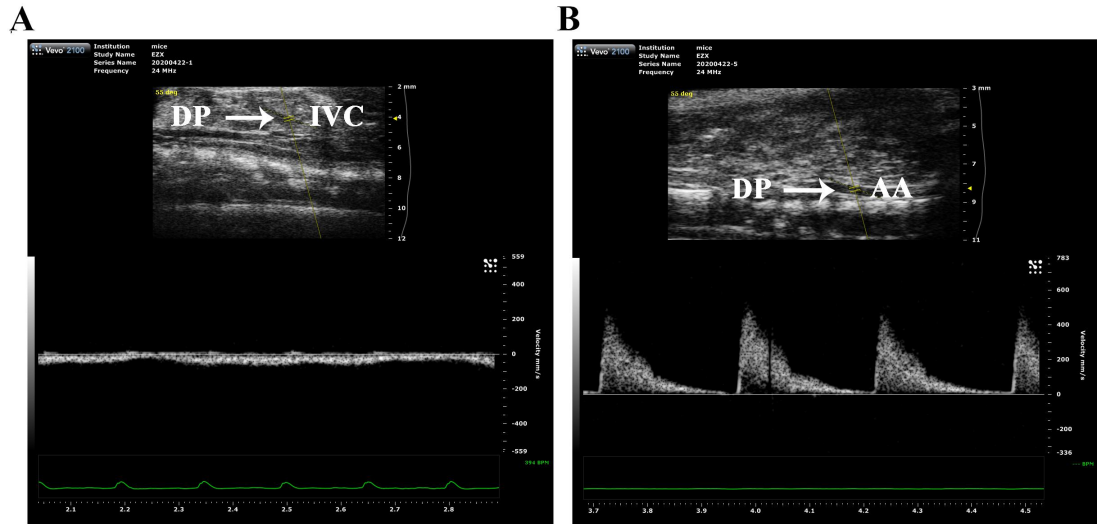

**Supplemental Figure 1 Abdominal ultrasound of the aorta and inferior vena cava.**

(A) No pulsatile blood flow in the inferior vena cava. (B) Pulsatile blood flow in the abdominal aorta (AA).

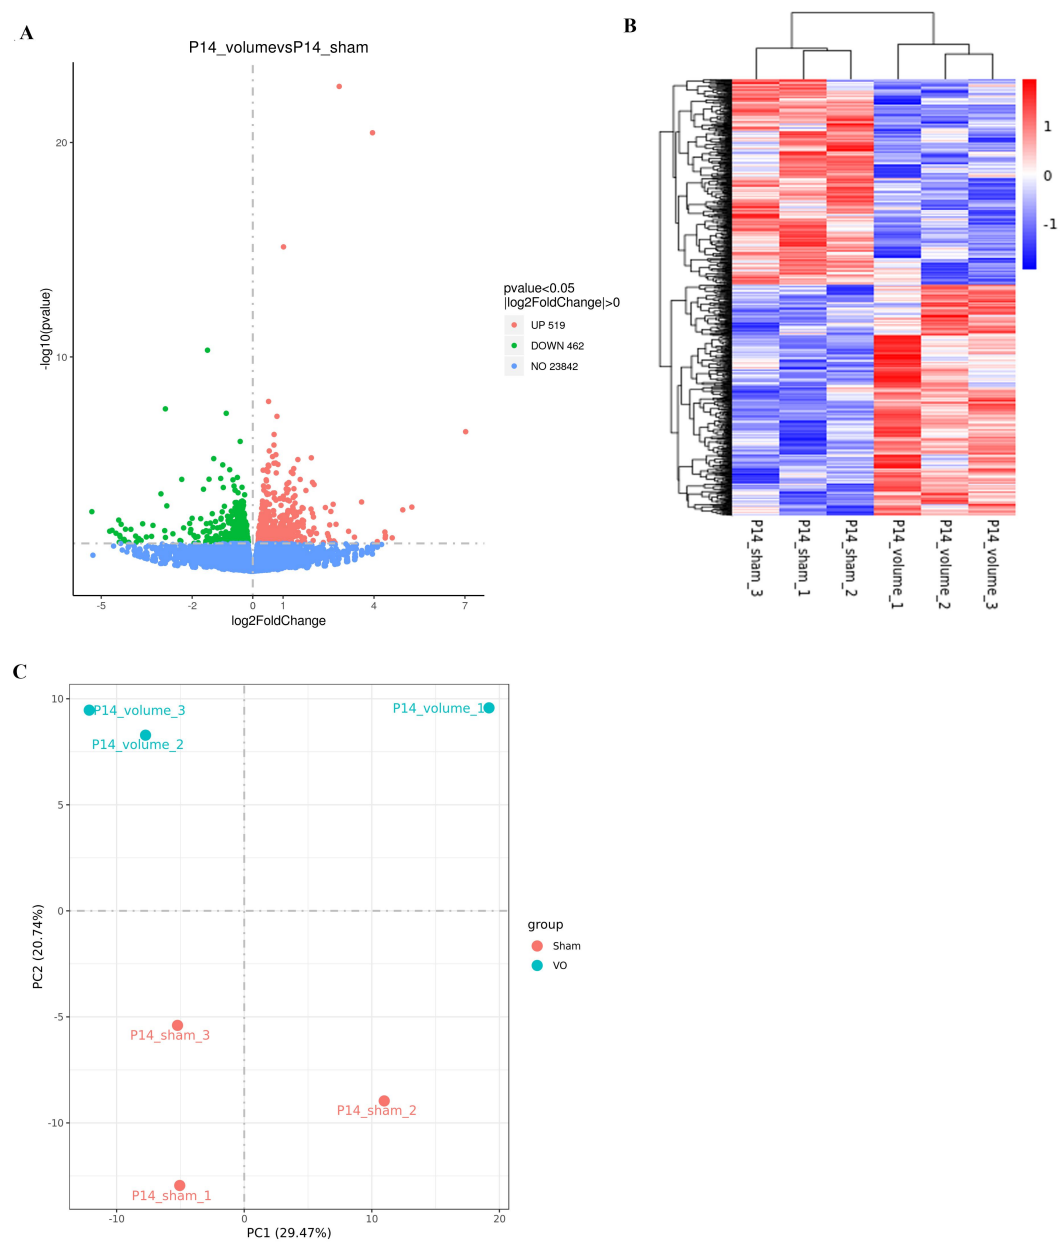

**Supplemental Figure 2 RNA-seq analysis of prepubertal RVs.** (A) Volcano plot of differentially expressed genes (DEGs) between the RVVO and sham groups. (B) Heatmap of DEGs. (C) Principal component analysis (PCA) of DEGs.

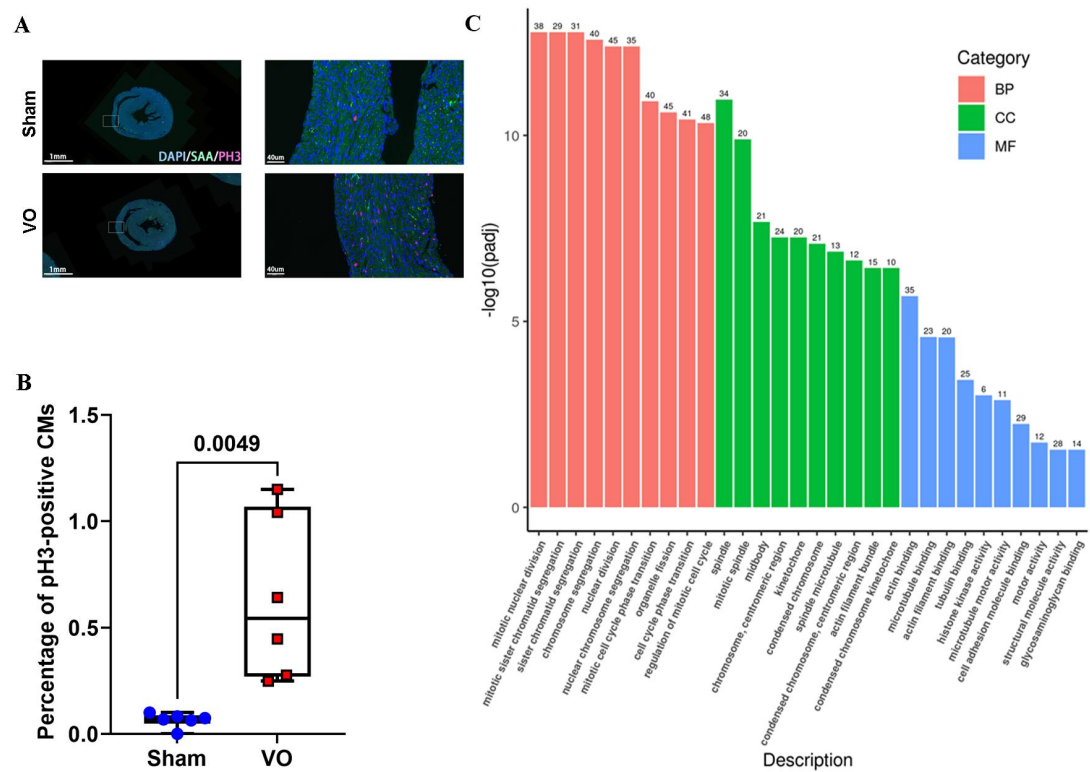

**Supplemental Figure3 RVVO extends prepubertal CM proliferation.** (A)

Representative immunofluorescence staining of pH3-positive CMs. DAPI(blue);

SAA(green); pH3(red). (B) Quantification of pH3-positive CMs. (C) Histogram of the

top 30 enriched terms in the GO enrichment analysis of the upregulated DEGs.

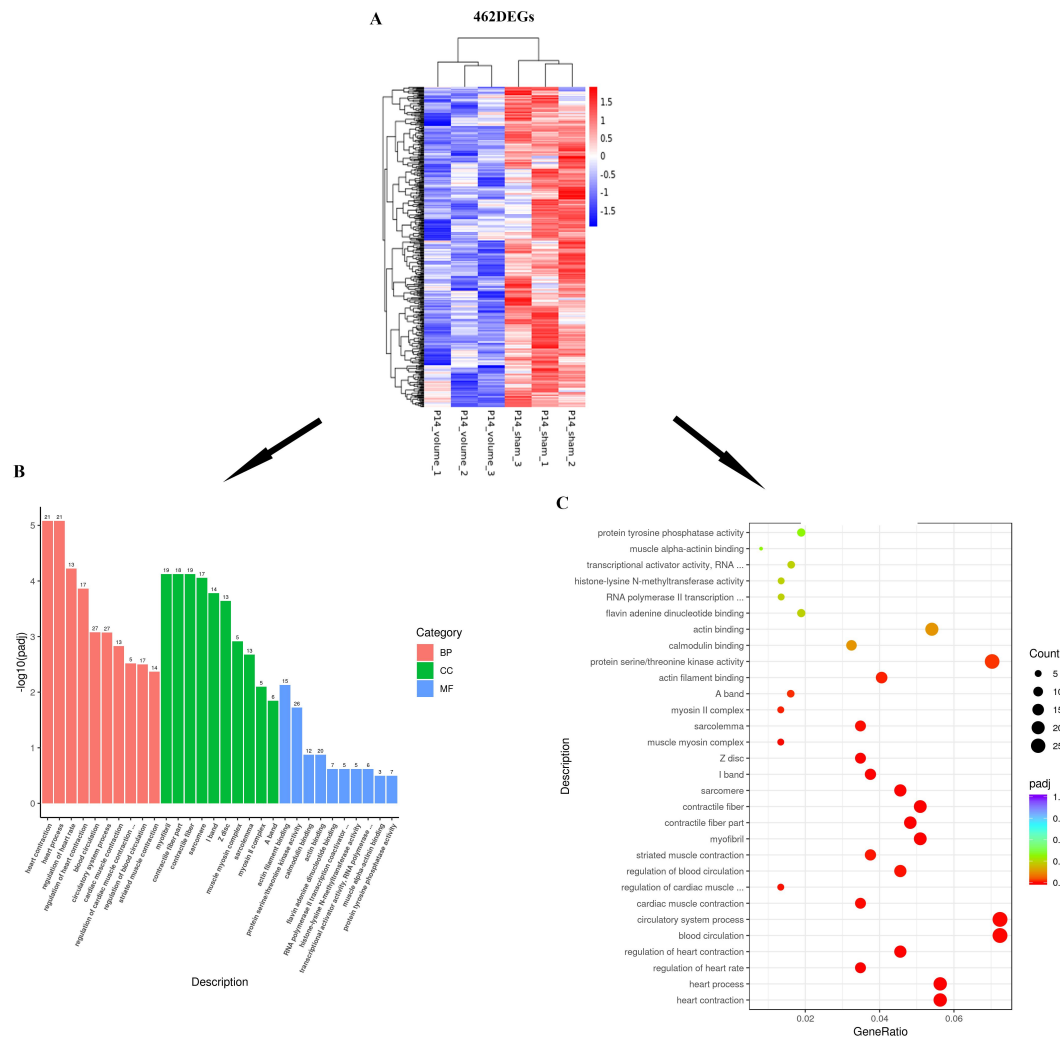

**Supplemental Figure 4 RVVO postpones prepubertal CM maturation. (A)**

Heatmap of the downregulated DEGs. (B) Histogram of the top 30 enriched terms in the GO enrichment analysis of the downregulated DEGs. (C) Scatterplots of the top 30 enriched terms in the GO enrichment analysis of the downregulated DEGs.

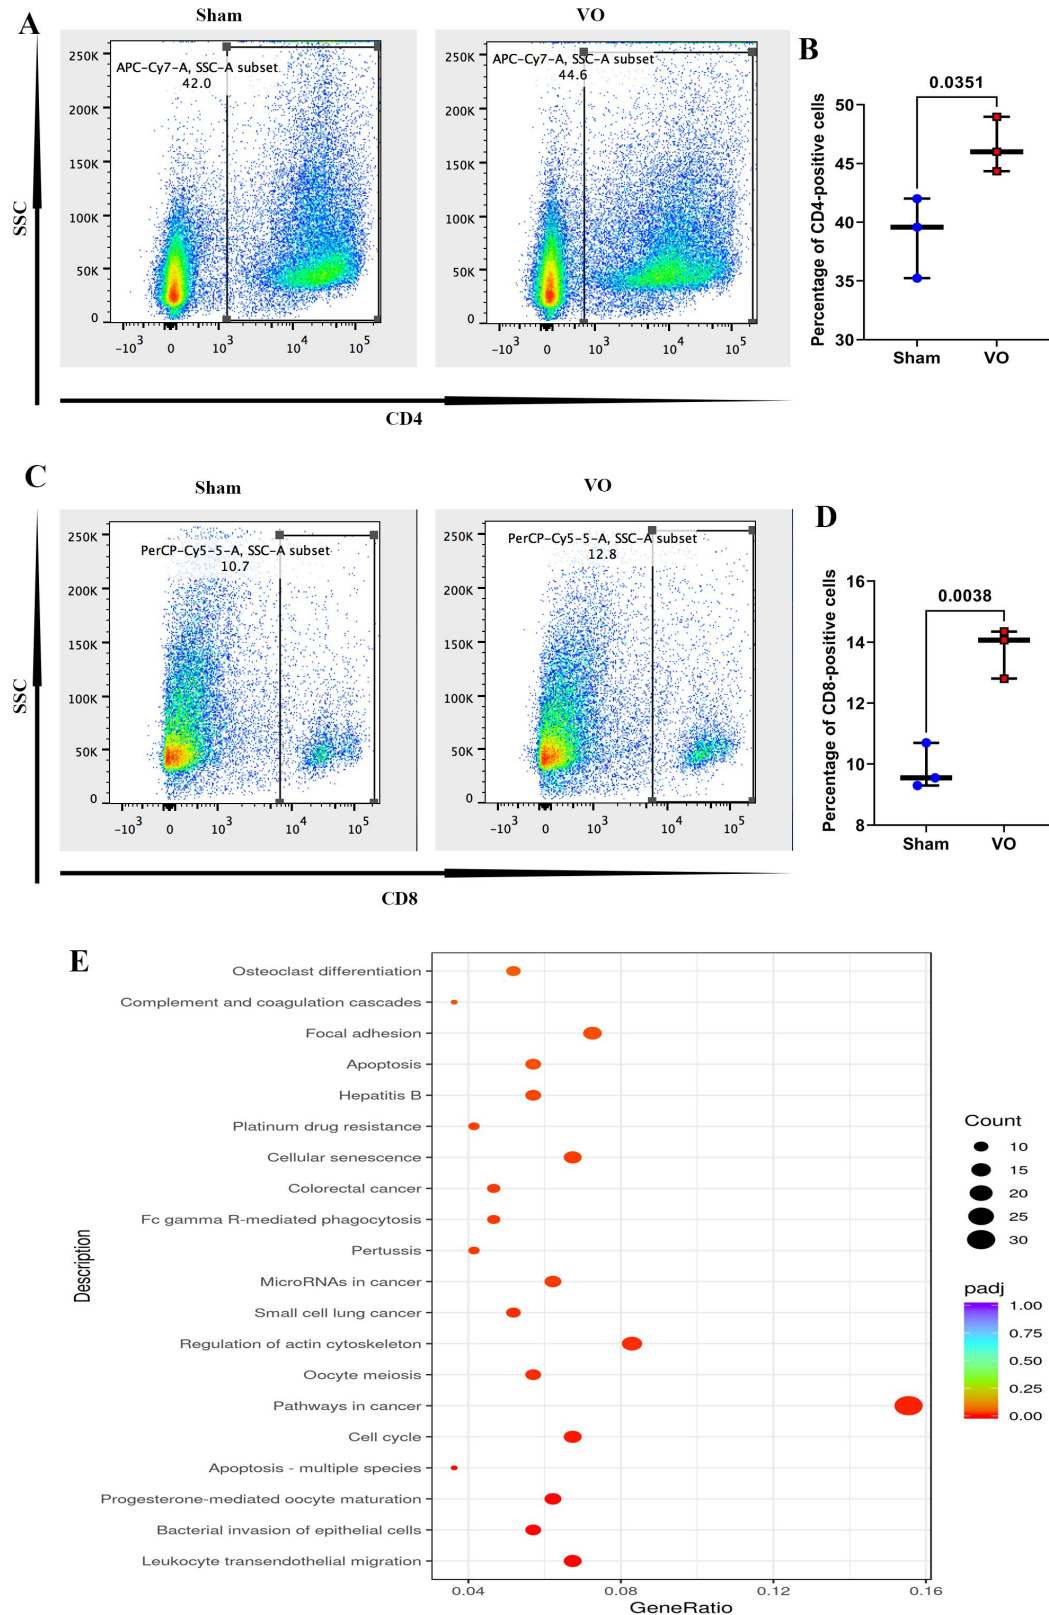

**Supplemental Figure 5 RVVO induces an immune response.** (A) Representative flow cytometry image of CD4<sup>+</sup> cells. (B) Quantification of CD4<sup>+</sup> cells. (C)

Representative flow cytometry image of CD8<sup>+</sup> cells. (D) Quantification of CD8<sup>+</sup> cells. (E) Scatterplots of the top 20 enriched terms in the KEGG pathway analysis of the upregulated DEGs.

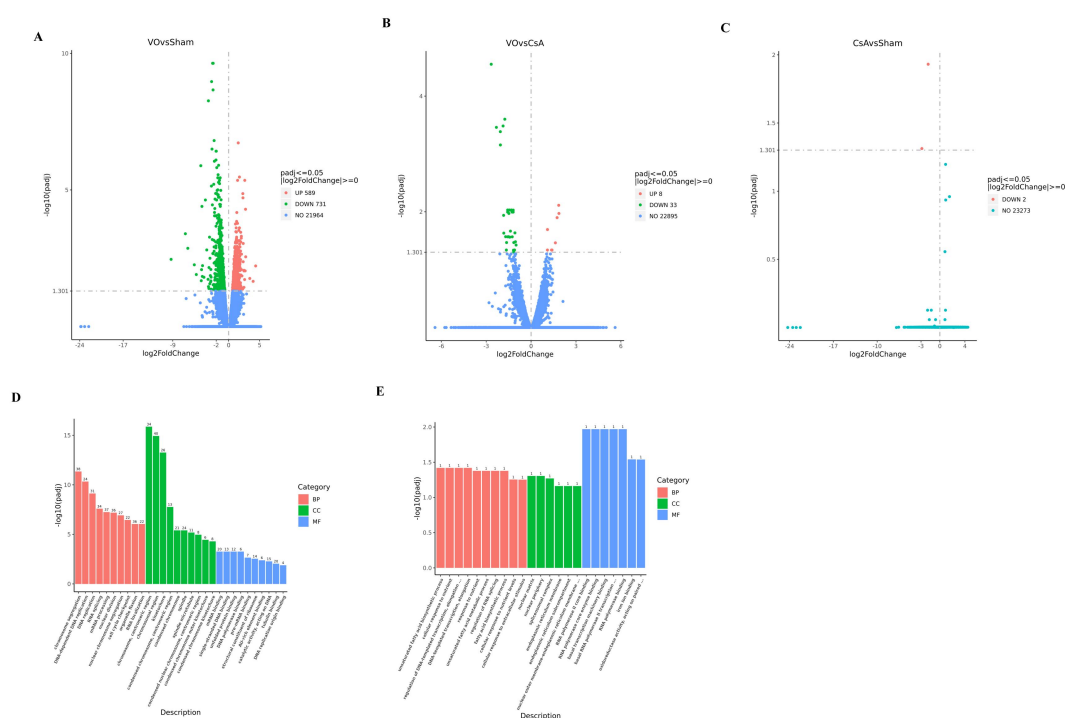

**Supplemental Figure 6 CsA inhibits RVVO-mediated promotion of prepubertal CM proliferation.** (A) Volcano plot of DEGs between the RVVO and sham groups. (B) Volcano plot of DEGs between the RVVO and CsA + VO groups. (C) Volcano plot of DEGs between the CsA + VO and sham groups. (D) Histogram of the top 30 enriched terms of GO enrichment analysis of the upregulated DEGs between the RVVO and sham groups. (E) Histogram of the top 30 enriched terms of GO enrichment analysis of the upregulated DEGs between the RVVO and CsA + VO groups.

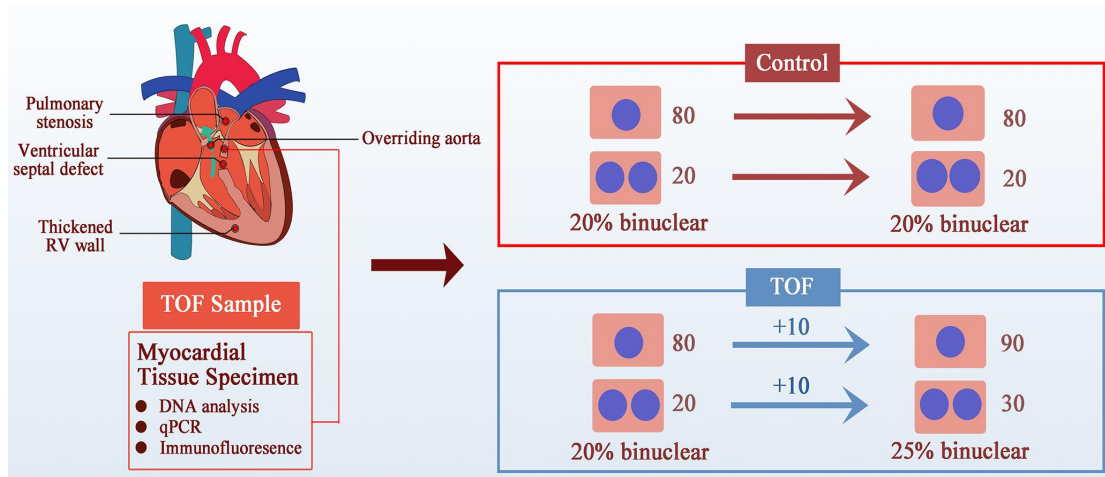

**Supplemental Figure 7 Illustration of the increased polyloid CMs generated in TOF patients.** Greater numbers of polyloid CMs do not indicate failure of cytokinesis. For example, in the beginning of a study, if both the control group and TOF group had 80 mononucleated and 20 binucleated CMs, the proportion of polyloid CMs was 20%. Under PO conditions, both mononucleated and binucleated CMs in the TOF group increased by 10, and the proportion of binucleated CMs was 25%. Therefore, an increase in the proportion of binucleated CMs does not necessarily mean impaired cytokinesis. (adopted from ref. 1 under the CC BY license 4.0)

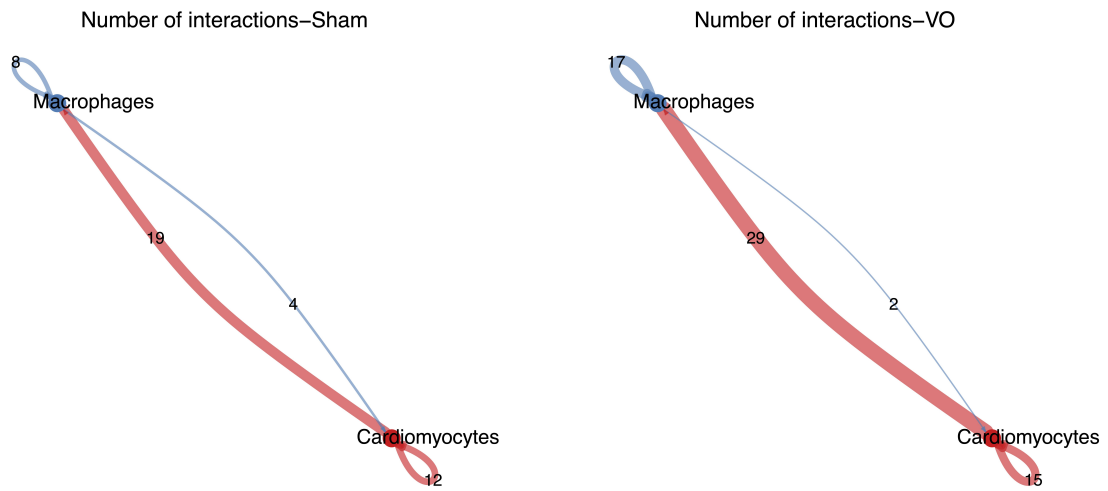

**Supplemental Figure 8** Number of interactions between macrophages and CMs.

The thickness of the line represents the number of interactions.

How the deposited data were processed for this re-analysis (not part of the article)

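The data are single-nucleus RNA counts of RVs from mice at P21, with 2 libraries after sham surgery and 2 after RVVO, the surgery done at P7. The libraries were made with the 10x 3′ v3 chemistry and sequenced on the NovaSeq platform. The matrices deposited by the authors hold the count of UMIs per gene and barcode, whole numbers written by Cell Ranger 5.0.0 according to the file headers, with no scaling after counting. Their barcodes had already been limited to those called as nuclei. The genome build, the annotation, the use of introns and the use of strand in counting are not given in the sources used here. Of 27998 gene identifiers in the files, 27645 are in the GENCODE annotation of GRCm38 from which positions were taken.

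The libraries held 53090 barcodes. The lowest barcode had 773, 535 and 818 UMIs in sham 1, sham 2 and RVVO 1, and in RVVO 2 it had 2.92 times the UMIs of that in sham 2. The median number of genes per barcode was 1276, 1322, 2189 and 1789 in sham 1, sham 2, RVVO 1 and RVVO 2. At this depth a gene with few transcripts is missed in most nuclei, and shares of nuclei with a transcript rise with depth, so they were taken after thinning each nucleus to 1000 UMIs, with 2000 UMIs and no thinning as alternatives. Nuclei with fewer UMIs than the thinning depth were left out of those values, 161, 440, 21 and 0 ECs at 1000 UMIs.

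Barcodes with at least 200 genes and under 10% mitochondrial UMIs were kept. Doublet scores came from Scrublet's method, run on each library. The rule for a library in which Scrublet's automatic threshold marks almost none, set beforehand, was to remove the highest scores at 0.8% per 1000 barcodes in every library. It marked 5885 barcodes, of which 5219 were still present after the other filters. Counts were scaled to 10000 per nucleus and taken as ln(1 + x). With 2000 variable genes, 30 principal components and 15 neighbours, nuclei were grouped by Leiden clustering at resolution 1, without integration. Clusters with the markers of several classes were divided again at resolution 0.5.

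A cluster's score for a class was the median, over the markers of the class, of a relative level. That level was the position of the marker's mean in the cluster between the lower quartile and the maximum over clusters. The 10 leading genes were ranked by fold over other clusters, with a pseudocount of 0.5. They were taken from genes found in at least 25% of the cluster's nuclei. Classes with a score of at least 0.2 and at least 3 markers found in 10% of the cluster's nuclei were candidates. The cluster took the name of the candidate with the most markers among the leading genes, and ties went to the higher score. It stayed unnamed where another major class reached 0.15 of its own score, or 0.3 for CM markers, which occur as free RNA, or where another class had more markers among the leading genes. A cluster with low UMI counts and no marker of its class among the leading genes also stayed unnamed. These thresholds were set after the clusters had been seen. In the alternative in which each nucleus was named on its own, by its highest marker score above 0.05, the form of the score was replaced after a first form had given implausible shares. The form used was the share of a class's markers with a UMI, less its mean over nuclei. It was taken without thinning, so it depends on depth.

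The library was the replicate throughout, and nuclei were never used as replicates. Values per library were compared by an exact two-sided permutation test. Counts were summed per library over the nuclei of a class and tested with edgeR 4.0.16 (TMM normalization, its filter on low counts, quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3. Gene lists were tested with fry and camera of limma 3.58.1 on the same fit, and for DESeq2 1.42.0 with a camera-type test on its statistics. The lists had 43 S phase genes, 54 G2M phase genes, 20 genes of dividing cells, 8 fetal and stress genes, 30 immune response genes, 6 maturation genes and 6 sex genes. Clustering and scores used Python 3.11.15, scanpy 1.11.5, scipy 1.17.1, numpy 2.4.6, scikit-learn 1.9.0 and leidenalg 0.10.2.

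The edgeR procedure was tested on simulated data with 200 changed genes among the 14493 of CMs. The changed genes were drawn from those at or above the lower quartile of mean CPM, so power below it was not measured. edgeR called 97% of the genes changed by a log2 of 2 and 38% of those changed by a log2 of 1, and 18.7% of its calls were false. For macrophages these values were 94%, 27% and 5.47%, and for ECs 99%, 66% and 7.82%. The sample labels state no pairing between libraries of equal number. The correlation between the gene changes of the numbered pairs was -0.0140 in CMs, which cannot exclude an effect shared by equal numbers. Epicardial cells made up 0.831% and 3.30% in sham 1 and sham 2, and 1.67% and 4.54% in RVVO 1 and RVVO 2. Pericytes rose from 4.46% to 6.54% between the sham libraries and fell from 4.88% to 2.79% between the RVVO libraries. No pair of libraries was a duplicate of the same nuclei.

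The gene lists, the markers, the filters, the tests and most alternatives were set before the data were examined. Named genes were those the paper names, Mki67, Top2a, the fetal and stress genes, the sex genes, and up to 5 called genes with the largest rise and 5 with the largest fall in CMs and in macrophages with no overlap between the groups, leaving out genes without a symbol of their own. The pairs counted in every library of 1 group and no library of the other were also named. The alternatives were DESeq2, other normalizations, no filter on low counts, sums over thinned nuclei, other filters on barcodes, no doublet removal, gene values centred within each library before clustering, each nucleus named on its own, another denominator, other depths, limits and control genes for the scores, a replicate block and leaving out each library. Those added after the data had been seen were no filter on mitochondrial UMIs, a common lowest UMI count, counting CM-like or macrophage-like unnamed clusters as CMs or macrophages, no thinning for the dividing-cell genes, and all tests in ECs. The bulk measurements, histology and flow cytometry of the paper were not used here. Neither the paper's own cluster labels nor its list of interactions were used here.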

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

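The tests in this part on pooled or swapped sexes, on Snx17 in several classes, on the sum of the genes near Snx17 and on interferon genes were chosen after the results had been seen, and so was the testing of ECs.

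The genes of the sex chromosomes, which the paper does not discuss, separated the groups completely. Uty had 322 CPM in RVVO 1 and 317 in RVVO 2, against 0.101 and 0.0259 in sham 1 and sham 2. A pool of mice of both sexes would put transcripts of both sexes in a library. A label swapped between libraries of 1 mouse each would not, so this test cannot decide on swapped labels. The highest share of nuclei with transcripts of the other sex was 0.586%, Xist in RVVO 1, which argues against a pool of both sexes in any library. Sex was therefore the same within each group and different between them. An effect of surgery cannot be told apart from an effect of sex in any difference between the groups reported here. Of the 7 genes called in CMs, 6 are X- or Y-linked, as a difference in sex requires. Exchanged group labels would leave this confounding as it is and were not tested.

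Snx17 was not discussed in the paper and had a log2 fold change of 3.33 in CMs, higher in both RVVO libraries than in both sham libraries. Leaving out 1 library moved this value between 3.14 and 3.49. Counts moved from an overlapping or adjacent gene should show as a fall of at least 0.5 of the rise of 90.2 CPM. The largest fall within 20000 bases was that of Gtf3c2, -7.58 CPM. Gtf3c2, with 49.2 CPM in the sham group, was the only gene that had so much to lose, so this test decides nothing for the others one by one. Together the genes tested there had 101 CPM in the sham group and changed by 1.09 CPM, which argues against counts moved from these genes together as the source in CMs. Reads that were left uncounted in the sham group stay open. A cause shared by all cells, such as a variant carried by some mice, sex or counting, would give a like change in every class. Over CMs, macrophages, ECs and fibroblasts the log2 fold changes had a range of 1.20, above the limit of 1 set for a like change, though all 4 were rises. Free RNA in the droplets also moves values in different classes toward each other, and this reading was settled on after the values were seen. A shared cause thus stays open, and surgery, sex and genotype cannot be told apart. BC018473 had log2 fold changes of 2.42 in macrophages, 2.76 in CMs and 2.83 in ECs, and of these classes was called in macrophages alone (edgeR adjusted p = 0.0122, against 0.682 and 0.0913). No tested gene lies within 20000 bases of it, so the tests on adjacent genes cover Snx17 alone.

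All 7 genes called in CMs and all 8 called in macrophages changed in the same direction in ECs, by at least 0.5 of the log2 fold change. Free RNA shared by all classes may add to this. In each class 6 of these genes are X- or Y-linked and differ with sex in every class by themselves, so the test decides nothing for them. For Snx17 and BC018473 free RNA stays open.

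In ECs, a class whose genes the paper does not discuss, edgeR called 36 of 13662 genes, 15 higher and 21 lower in the RVVO group, against 7 in CMs and 8 in macrophages. Without RVVO 1 the number was 7, without RVVO 2 it was 9, without sham 1 it was 17, and without sham 2 it was 44. Naming each nucleus on its own left 11, and centring gene values within each library before clustering left 23, so part of the calls may rest on which nuclei are named ECs. The calls include Vwf (log2 fold change 1.13, edgeR adjusted p = 0.0424) and Npr3 (1.22, edgeR adjusted p = 0.0322), higher in both RVVO libraries. A cluster led by endocardial genes, Vwf and Npr3 among them, held 7.35%, 6.49%, 16.0% and 24.8% of the ECs, so a change in the mix of ECs stays open. Of the calls that were lower, 18 are interferon-related genes such as Ifit1 (-2.25, edgeR adjusted p = 0.00494), picked out by hand after they had been seen.

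The same 18 genes were lower in both RVVO libraries than in both sham libraries for 15 of the 16 tested in CMs, with a median log2 fold change of -1.81. In macrophages this held for 17 of 18, with a median of -1.21. The genes were picked from calls in ECs of the same libraries and change together, so no chance level applies to these counts. edgeR called 0 of them in either class, with 15 in CMs and 16 in macrophages at an unadjusted p under 0.05. If free RNA carries part of this difference, immune genes should also be lower in CMs, which should express few of them. The immune response list set in advance had a median of -0.41 in CMs, close to its median of -0.40 in macrophages, as free RNA shared by all classes would give. The change in CMs was 0.17 without RVVO 1 and -1.21 without RVVO 2, and in macrophages -0.13 and -0.79, with opposite signs in the 2 classes without RVVO 1, so the libraries carry it unequally. A lower interferon state in all classes, an infection in the sham mice or their cage, sex and surgery stay open and were not tested.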

How the results depend on the processing

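The alternatives named in this part for ECs, without a mitochondrial filter, with a common lowest UMI count and with unnamed CM-like or macrophage-like nuclei counted were chosen after the data had been seen. With 1 library left out, the lone library of a group is assumed to vary like the others. Tallies leave out alternatives that cannot change a value, such as CM-like nuclei counted for ECs, macrophage-like nuclei counted for CMs and a replicate block for a mean difference.

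The CM share was higher and the EC share lower in the RVVO group in all 10 and all 9 alternatives and with each library left out. None of these could pass an exact test, so they speak of direction alone. The macrophage share kept its direction in 8 of 10 alternatives. It reversed without doublet removal, -0.275 percentage points, and in the edgeR fit on numbers of nuclei with a replicate block, a log2 fold change of -0.014. It ranged from -0.720 without RVVO 2 to 0.758 without RVVO 1. The immune share kept its direction in 10 alternatives and ranged from -0.496 without RVVO 2 to 1.54 without RVVO 1.

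The maturation score was lower in 16 of 17 alternatives and with each library left out, from -0.130 to -0.0473. It reversed without control genes, 0.0207. The share of CM nuclei with transcripts of dividing cells kept its direction in 10 of 11 alternatives and reversed with at least 3 UMIs, -0.0168. Leaving out 1 library gave from 0.0172 to 0.183 percentage points. The cause was not tested for the reversals other than that without control genes.

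Pairs from CMs to macrophages kept their direction in 8 of 11 alternatives. The difference was -0.5 with limits of 5% and of 20% of nuclei and 0 with each nucleus named on its own, and it ranged from 0.5 to 3.5 with 1 library left out. Pairs from macrophages to CMs, with a difference of 0, moved in 8 of 11: 2.5 at 5%, 1 at 20%, 14.5 without thinning, 0.5 with at least 500 genes and under 5% mitochondrial UMIs, 3.5 with each nucleus named on its own, -1 without a mitochondrial filter, 2.5 with macrophage-like nuclei counted and 2 with the common lowest UMI count. With 1 library left out it ranged from -1 to 1. Without thinning deeper nuclei pass the limit more often by construction, and for the others the cause was not tested.

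The number of genes called in CMs stayed within 1.5 times in 11 of 13 alternatives, at 85 with DESeq2, 20 without a filter on low counts and from 7 to 18 with 1 library left out. In macrophages it did so in 11 of 13, at 20 with DESeq2, 176 without a filter and from 4 to 36 with 1 library left out. In ECs it did so in 8 of 12, at 23 with values centred, 11 with each nucleus named on its own, 249 with DESeq2, 332 without a filter and from 7 to 44 with 1 library left out. The filter changes which genes are tested, and the cause of the other changes was not tested. A replicate block gave 7 calls in CMs, 10 in macrophages and 53 in ECs, and on numbers of nuclei edgeR with the block called T and NK cells (adjusted p = 0.00838), erythroid cells (adjusted p = 0.000336) and smooth muscle cells (adjusted p = 0.0287). No pairing by number is stated, so the block has no stated basis in the design. An effect shared by libraries of equal number stays open. The erythroid share was no longer lower in both RVVO libraries without a mitochondrial filter, 0.638%, 0.843%, 2.298% and 0.100%, with each nucleus named on its own or with the common lowest UMI count, and no cluster was named erythroid with at least 500 genes and under 5% mitochondrial UMIs or with values centred.

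Gene lists were below unadjusted thresholds under some alternatives, by fry where a fit of edgeR is named. The maturation genes passed in a camera-type test on DESeq2, with a median of -0.16 (adjusted p = 0.110). Genes of dividing cells passed with CM-like nuclei counted, 0.68 (edgeR fit, fry adjusted p = 0.105), and with a replicate block, 0.36 (edgeR fit, fry adjusted p = 0.0703), and ranged from -0.011 to 0.44 with 1 library left out. S phase genes passed with library size alone, 0.10 (edgeR fit, fry adjusted p = 0.00120), and summed over thinned nuclei, 0.17 (edgeR fit, fry adjusted p = 0.164), and ranged from 0.024 to 0.20, passing without sham 1. G2M phase genes passed with CM-like nuclei counted, 0.24 (edgeR fit, fry adjusted p = 0.0964). Fetal and stress genes reversed with CM-like nuclei counted, -0.075, and ranged from -0.052 to 0.20, passing without RVVO 1. The immune response list in macrophages passed in the camera-type test on DESeq2, -0.45 (adjusted p = 7.73e-11). Adjusted over 18 tests, fry passed only the S phase list with library size alone, and camera passed the immune response list in macrophages in every alternative. On the edgeR fit with CM-like nuclei counted, camera also passed the genes of dividing cells (camera adjusted p = 1.19e-06), the G2M phase genes (camera adjusted p = 0.000413) and the maturation genes (camera adjusted p = 0.00138), none of which passed by fry. It passed the genes of dividing cells as well with each nucleus named on its own (edgeR fit, camera adjusted p = 0.0475), with the common lowest UMI count (edgeR fit, camera adjusted p = 0.0411), without sham 2 (edgeR fit, camera adjusted p = 0.0435) and without RVVO 1 (edgeR fit, camera adjusted p = 0.00932). The cause was not tested.

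For 31 named genes, 485 of 524 alternative values kept direction and side of the threshold, 8 no longer passed it and 31 had the other sign, over 14 genes. Kcnj2 reversed with values centred (-0.026), each nucleus named on its own (-0.086), CM-like nuclei counted (-0.21), the common lowest UMI count (-0.031), DESeq2 (-0.000898), RLE size factors (-0.00196) and a replicate block (-0.018). With CM-like nuclei counted, Mki67 was at 0.70, Myh7 at -0.084 and Actc1 at -0.075, and Actc1 was at -0.076 summed over thinned nuclei. With 1 library left out, the ranges were -0.25 to 0.14 for Myh6, -0.51 to 0.057 for Tnni3, -0.29 to 0.15 for Ryr2, -0.30 to 0.24 for Kcnj2, -0.043 to 0.81 for Ect2, -1.34 to 0.28 for Mki67 and -0.12 to 0.84 for Top2a. They were -0.061 to 0.25 for Myh7, -0.71 to 3.94 for Nppa, -0.47 to 0.69 for Nppb, -1.51 to 0.023 for Acta1, -0.61 to 0.14 for Ankrd1, -0.38 to 0.59 for Actc1 and -0.060 to 0.61 for Xirp2. Ect2, Mki67 and Top2a were too low to be tested over thinned nuclei. In macrophages, Kdm5d and BC018473 no longer passed with each nucleus named on its own (edgeR adjusted p = 0.0544 and 0.432) or without RVVO 2, and these 2 genes, Eif2s3y and Snx17 did not without sham 1. The 7 genes called in CMs kept their calls in every alternative.

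On simulated data a log2 fold change of 1 was called for 38% of changed genes in CMs, 27% in macrophages and 66% in ECs. None of the changed genes lay below the lower quartile of mean CPM. Aurkb and Tnni1 had too few counts in CMs to be tested.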

Differences from the paper's values

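The macrophage share in the paper's figure is about 6%, about 6%, about 6% and about 9% of nuclei in sham 1, sham 2, RVVO 1 and RVVO 2 (Fig. 3B, read by eye). It was 3.31%, 3.93%, 2.90% and 4.38% here. Values were taken to differ where they were apart by more than the SD between replicates and by more than 1.5 times. The paper's figure shows each cell type as a percentage of each sample, CMs among them. Of the alternatives set before the data were examined, the share of nuclei other than CMs, which is not the quantity in the figure, 4.50%, 5.41%, 4.30% and 6.98%, stays below the paper's values and no longer differs by that rule for any of the 4 libraries. Naming each nucleus on its own, which depends on depth, gives lower values that no longer differ for RVVO 1, 4.71%, and RVVO 2, 7.25%. They still differ for sham 1, 3.54%, and sham 2, 3.55%, the shallower libraries. With the other filters on genes and mitochondrial UMIs, no doublet removal and centring within libraries all 4 still differ. Counting unnamed macrophage-like clusters as macrophages, which was chosen after seeing the values, also stays below the paper's values and no longer differs for any of the 4, at 5.13%, 4.55%, 5.19% and 7.82%.

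The paper states that the CM percentage was significantly greater in the RVVO group. Here it was higher in both RVVO libraries, by 8.01 percentage points, with an exact two-sided permutation p = 0.3333, the smallest that 2 libraries against 2 can give, and an edgeR adjusted p = 0.454 on the numbers of nuclei.

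The paper names 10 cell types, among them dendritic cells, for which Fig. 3A plots Car3, Pde3b and Fam13a. Here 12 classes were named and no cluster was named dendritic cells. With each nucleus named on its own, a depth-dependent alternative set before the data were examined, 86, 122, 13 and 27 nuclei were named dendritic cells, 0.752%, 0.952%, 0.169% and 0.239%. The cluster of 78 nuclei with those transcripts, found in 88.5%, 97.4% and 96.2% of its nuclei, was named adipocytes.

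The paper states that interactions between CMs and macrophages increased dramatically in the RVVO group (Supplemental Fig. 8), and the figure shows more from CMs to macrophages and fewer from macrophages to CMs. Here the mean number of pairs was 14.5 in the sham group and 16.5 in the RVVO group from CMs to macrophages, and 7 in both groups from macrophages to CMs, on a list of pairs that is not the paper's. Without thinning, an alternative set before the data were examined, both numbers were higher in the RVVO group, by 15 and 14.5 pairs.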

Other observations

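The tests in this part on the control genes of the maturation score, on adipocyte markers, on receptors that pass the limit in every library and on nuclei marked as doublets were chosen after the results had been seen.

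The CM share was higher in both RVVO libraries, whose barcodes were deeper. If shallow barcodes in the sham libraries were the whole cause, the difference should vanish among barcodes above a common lowest UMI count. It was 5.26 percentage points there, against 8.01, and still higher in both RVVO libraries, which argues against shallow barcodes as the whole cause. More CMs, fewer ECs, unequal recovery of nuclei, sex and chance stay open.

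The lower maturation score in the RVVO group was weighed against depth, free RNA and the control genes. At 1000 UMIs per nucleus the difference was -0.0425, under 0.5 of the difference at full depth, and at 2000 UMIs it was -0.0570, over 0.5 of it. How to read this split was settled after the values were seen, and depth may explain part of the difference. Nuclei named ECs had a difference of -0.0799, nearly that of CMs. Free CM RNA that differs between libraries may give this, and so may transcripts of the ECs themselves. Macrophages had a difference of -0.251. At 1000 UMIs per nucleus ECs differed by -0.0288 and macrophages by -0.0512, and at 2000 UMIs the sign turned to 0.0772 and 0.0264, while CMs stayed lower. Free CM RNA thus stays open, since its test depends on depth. If transcripts that are mainly free or cytoplasmic were the whole cause, Cacna1c, whose counts in ECs were far below those in CMs, should not fall. On summed counts its log2 fold change was -0.31, lower in both RVVO libraries. Per nucleus, the scale on which the score is made, it was higher in both RVVO libraries by 0.260 at full depth, differed by -0.00653 at 1000 UMIs and was lower in both by -0.191 at 2000 UMIs. The test gives opposite answers on these scales, and this explanation stays open. If the control genes made the difference, the 6 genes alone should not fall. Without control genes the RVVO group was higher by 0.0207, and the control genes were higher by 0.109, as this explanation needs at full depth. At 1000 UMIs the 6 genes alone differed by -0.0448, so the control genes are a candidate explanation for the difference at full depth and not for that after thinning. Immaturity of CMs, sex and chance stay open, since the exact permutation test cannot pass 0.05.

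The 21 CM nuclei with transcripts of dividing cells could be CMs in division or droplets that joined a CM nucleus with a dividing cell of another class. The ratio of their median doublet score to that of other CM nuclei was 0.642, and that of the median UMIs before thinning was 0.626. The barcodes with the highest doublet scores had been removed, and the scores have a scale of their own in each library. The ratio of scores thus decides nothing. Multiplets should hold more UMIs than other CM nuclei, and the median was lower, 3088 against 4933. These medians pool libraries of unequal depth and leave out removed barcodes, so they do not rule out multiplets among the 21 nuclei. Without doublet removal, 0 of 20 such nuclei were marked as doublets, where the other CM nuclei of the same libraries give 0.936 on average and 0 with a chance of 0.383. Multiplets, free RNA from dividing cells and true division stay open. The share of such nuclei was higher in both RVVO libraries at 2000 UMIs, by 0.282 percentage points, a depth that left out 883, 964, 86 and 258 CM nuclei, and overlapped at 1000 UMIs, with 1, 5, 3 and 12 nuclei.

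Of the 7 pairs from CMs to macrophages that differed between libraries, 4 had a receptor found in at least 10% of ECs too. ECs express receptors such as Flt1 themselves, found in 77.1%, 83.8%, 76.1% and 72.6% of them, so this count decides nothing on free CM RNA in macrophage nuclei and CM and macrophage multiplets. If free CM RNA in macrophage nuclei made a difference, the receptor should cross the limit between libraries. For 5 of the 7 pairs it passed the limit in every library and the ligand in CMs crossed it instead, which argues against free CM RNA in macrophage nuclei for these 5. For Vegfa with Flt1 and Cdh2 with Cdh2 it stays open. Of the ligands that crossed the limit, Col4a1, Lamc1 and Apoe were found in a larger share of ECs than of CMs in every library. Col4a1 was in 52.8%, 44.6%, 46.5% and 38.8% of ECs, against 14.4%, 9.02%, 10.2% and 10.1% of CMs. Free RNA in CM nuclei thus stays open for these ligands. Nampt was found in a larger share of CMs than of ECs in every library.

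The cluster of Car3, Pde3b and Fam13a was compared with marker lists that leave these genes out. The same lists had given the cluster its name, so the comparison is not a separate test of that name. Of 29 adipocyte markers, 26 averaged higher in it than in all other nuclei, and of 21 dendritic cell markers 1 did. On these lists the nuclei are candidate adipocytes, possibly from fat on the heart's surface, since sham 2 and RVVO 2 held 33 and 43 of the 78. The amount of fat taken with each RV was not tested.

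Adjusted over 18 tests, camera also called the S phase list in macrophages on the edgeR fit (median log2 fold change -0.48, camera adjusted p = 1.76e-05), lower in the RVVO group, and fry did not (fry adjusted p = 0.546). Without sham 2 camera did not call it either (edgeR fit, camera adjusted p = 0.523). Of the 9 tests given nowhere else, 8 had an adjusted p of at least 0.0943 by both methods, and the other was the immune response list in ECs, with a median of -0.57 (edgeR fit, camera adjusted p = 4.1e-16, fry adjusted p = 0.546).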
